# TDP-43 facilitates milk lipid secretion by post-transcriptional regulation of *Btn1a1* and *Xdh*

**DOI:** 10.1038/s41467-019-14183-1

**Published:** 2020-01-17

**Authors:** Limin Zhao, Hao Ke, Haibo Xu, Guo-Dong Wang, Honglei Zhang, Li Zou, Shu Xiang, Mengyuan Li, Li Peng, Mingfang Zhou, Lingling Li, Lei Ao, Qin Yang, Che-Kun James Shen, Ping Yi, Lu Wang, Baowei Jiao

**Keywords:** Secretion, Malnutrition

## Abstract

Milk lipid secretion is a critical process for the delivery of nutrition and energy from parent to offspring. However, the underlying molecular mechanism is less clear. Here we report that TDP-43, a RNA-binding protein, underwent positive selection in the mammalian lineage. Furthermore, TDP-43 gene (*Tardbp*) loss induces accumulation of large lipid droplets and severe lipid secretion deficiency in mammary epithelial cells to outside alveolar lumens, eventually resulting in lactation failure and pup starvation within three weeks postpartum. In human milk samples from lactating women, the expression levels of TDP-43 is positively correlated with higher milk output. Mechanistically, TDP-43 exerts post-transcriptional regulation of *Btn1a1* and *Xdh* mRNA stability, which are required for the secretion of lipid droplets from epithelial cells to the lumen. Taken together, our results highlights the critical role of TDP-43 in milk lipid secretion, providing a potential strategy for the screening and intervention of clinical lactation insufficiency.

## Abstract (web summary)

Milk lipid secretion is a critical process for the delivery of nutrition and energy from parent to offspring. Here the authors found that TDP-43, a RNA-binding protein, is required for milk lipid secretion by post-transcriptional regulation of *Btn1a1* and *Xdh* mRNA stability.

## Introduction

Mammalian milk not only delivers nutrients to successfully support offspring but also provides sufficient immunoregulatory agents for antimicrobial protection and neonatal survival^1,2^. However, little attention has been devoted to characterize key genes involved in milk secretion in mammals. In humans, increasing evidence has demonstrated that breastfeeding is highly beneficial for infants, including reduction in the incidence of diarrhea and pneumonia^3,4^, decreased risk of obesity^5^, and increased immune system maturation^6^. Moreover, breastfeeding can protect mothers against cardiovascular disease, metabolic syndrome^7^, and breast cancer^3^. Despite this, only about 20% of women maintain exclusive breastfeeding for 6 months^8^, with lactation insufficiency being the most cited reason for this finding^9–11^. Therefore, understanding the milk secretion process to improve early diagnosis and lactation performance is an urgent issue.

Among the components of milk, lipids are remarkable sources of energy for offspring in most mammals^12^, and successful lipid secretion is critical for newborn survival during lactation^13,14^. As major components of the milk lipid droplet (LD) membrane for lipid secretion, butyrophilin 1a1 (BTN, encoded by the *Btn1a1* gene) is important for milk lipid secretion and therefore neonatal survival^13,15,16^. Xanthine oxidoreductase (XOR, encoded by the *Xdh* gene) is also reported to modulate milk lipid secretion during lactation^17–19^. However, although some studies have found that XOR can be regulated by various factors at the transcriptional level^20–22^, little attention has been paid to post-transcriptional regulators. Several reports have suggested that regulation of RNA stability or regulation at the post-transcriptional level may be the key to lactation activation^23,24^. RNA-binding proteins (RBPs) mediate key steps in post-transcriptional regulation of gene expression^25–27^. Therefore, identifying those RBPs that control the post-transcriptional expression of essential genes in lactation would be helpful for delineating the milk secretion process.

Here, we perform likelihood ratio tests of RBPs to screen the potential regulators of lactation and find that TDP-43 experiences positive selection in mammals. Furthermore, KO of *Tardbp* (TDP-43 gene) in mice results in LD secretion failure, and thereafter lactation failure and poor newborn survival. The clinical samples from lactating women further emphasize the substantial role of TDP-43 in milk secretion. For the underlying mechanism, we show that TDP-43 could bind to the 3′-untranslated regions (UTRs) of the *Btn1a1* and *Xdh* transcripts and thereby regulate their messenger RNA (mRNA) stability. Importantly, our findings highlight the crucial role of TDP-43 in milk lipid secretion.

## Results

### Positive selection of TDP-43 gene during mammalian evolution

Lactation is a crucial physiological factor in mammalian survival. Despite some studies suggesting that post-transcriptional regulation of lactation is important^23,24^, little information is currently available on the functional roles of regulators on lactation at the post-transcriptional level. As RBPs mediate key steps in the post-transcriptional regulation of gene expression^25–27^, we focused on identifying those RBPs essential for the regulation of lactation. Considering that lactation is a highly characteristic feature of mammals compared with other species, we identified lactation-related genes by calculating positive selection signals in the ancestral branch of mammals, as positively selected genes in these branches may be associated with mammalian characteristics in comparison to those of other animals (e.g., fish, birds, reptiles). We therefore performed phylogenomic analysis of positive selection in 15 vertebrate genomes to identify candidate RBPs for lactation. Likelihood ratio tests (LRTs) were first employed to identify genes under positive selection in the list of mammalian RBPs^28^. After stringent filtering, 60 one-to-one orthologous groups (OGs) of RBPs across 15 species were analyzed (Supplementary Fig. 1 and Supplementary Table 1). The LRTs from the branch-site model showed that, in the ancient branch of mammals, *TARDBP* and *SRSF9* underwent significant positive selection, with *p* values of 0.031 and 0.022 after false discovery rate correction, respectively. In addition, the d*N*/d*S* values were 371.37 and 12.41, respectively (Table 1). The multiple alignments and conserved codons of *TARDBP* and *SRSF9* are shown in Supplementary Figs. 2 and 3, respectively, suggesting that *TARDBP* and *SRSF9* may play important roles in mammalian features compared with other animals.

**Table 1:** Positive selection on mammalian *TARDBP* and *SRSF9*.

Gene	lnL0	lnL1	2ΔlnL	d*N*/d*S*	Positive selection site
*TARDBP*	−5443.244	−5437.227	12.04*	371.37	352P*, 360Q
*SRSF9*	−1846.979	−1852.675	11.39*	12.41	1N, 22V, 44R, 129R, 159R

*lnL* log likelihood, *lnL0* LnL under model A null hypothesis, *lnL1* LnL under model A alternative hypothesis

*Five percent significance level

### TDP-43 loss in mammary epithelium induces lactation failure

As milk secretion is one of the most characteristic features of mammalian species, and TDP-43 (encoded by the *TARDBP* gene) is involved in breast cancer progression^29^, we hypothesized that TDP-43 may play an important role in milk secretion, while the other candidate, *SRSF9*, was excluded for further investigation because of its negatively regulatory roles on milk secretion-related genes (BTN and XOR) (Supplementary Fig. 4A, B). The expression pattern of TDP-43 at different mammary gland stages was first examined in mice. Immunohistochemical assay showed that the TDP-43 protein was highly expressed during late pregnancy and early lactation in comparison with that during virginity and involution (Fig. 1a, ×40 objective magnification; and Supplementary Fig. 4C, ×10 objective magnification). These results were confirmed by quantitative real-time polymerase chain reaction (qRT-PCR, Supplementary Fig. 4D) and western blot assays (Supplementary Fig. 4E, F). TDP-43 was located in both the myoepithelial and luminal cell layers, as indicated by its colocalization with cytokeratin 14 and 18 (CK14 and CK18) (Supplementary Fig. 4G), respectively.

**Fig. 1:**
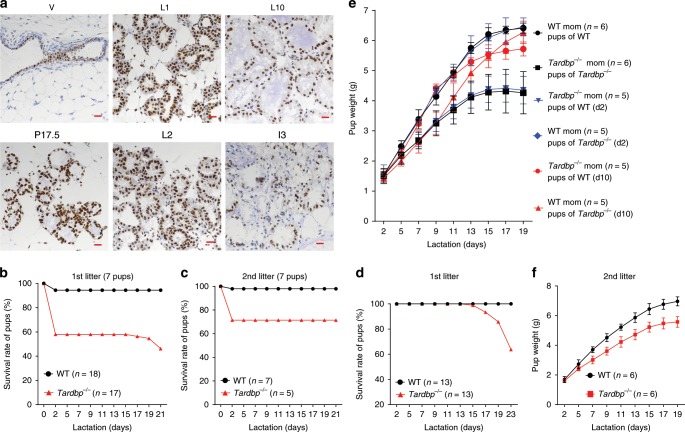
TDP-43 loss induces lactation failure in mammary epithelium. **a** Immunohistochemical (IHC) staining of TDP-43 in mammary glands of C57BL/6 female mice at different developmental stages (V, virgin; P17.5, pregnancy day 17.5; L1, lactation day 1; L2, lactation day 2; L10, lactation day 10; I3, involution day 3). Representative images (×40 objective magnification) from four mice are shown for each stage. Scale bar: 20 μm. **b**, **c** Pup survival rates from wild-type (WT) and *Tardbp*^−/−^ female mice for first (**b**) and second (**c**) lactation, with seven pups per litter. WT represents *Tardbp*^wt/wt^+WAP-Cre mice. *Tardbp*^−/−^ represents *Tardbp*^fl/fl^+WAP-Cre mice. *n* represents number of mothers. **d** Pup survival rates from WT and *Tardbp*^−/−^ mothers after litter size was adjusted to seven for each foster mother on L2. **e** Body weights of surviving pups from WT and *Tardbp*^−/−^ mothers. Pups nursed by their biological mother (WT or *Tardbp*^−/−^, black lines) and cross-nursed by their foster mother (*Tardbp*^−/−^ or WT) at L2 (blue lines) and L10 (red lines) were recorded for each dam with seven pups beginning at L2. **f** Body weights of pups from second lactation after litter size was adjusted to seven on L2. Data are means ± SD. Source data are provided as a Source Data file.

To examine the roles of TDP-43 in the mammary epithelium during pregnancy and lactation, we disrupted TDP-43 expression in *Tardbp* floxed mice^30^ using transgenic mice expressing Cre-recombinase (Cre) driven by the whey acidic protein (WAP) promoter activated during middle pregnancy to lactation in luminal epithelial cells^31^. The WAP-Cre line abrogated TDP-43 expression effectively at pregnancy day 17.5 (P17.5) and at lactation day 10 (L10), confirming *Tardbp* knockout (KO) in the mammary epithelium (Supplementary Fig. 5A–C). To characterize the overall survival of offspring, we calculated the survival rate of pups from various litter sizes. First-litter pups born to *Tardbp* KO female mice (*Tardbp*^flox/flox^+WAP-Cre, shown as *Tardbp*^−/−^ in the figures) showed obviously lower survival rates in comparison to those born to *Tardbp*-intact mice (WAP-Cre, shown as wild type (WT) in the figures) (Supplementary Fig. 5D). Although the pup survival rate improved in the KO group during the second lactation, the overall trend was consistent with that of the first gestation (Supplementary Fig. 5E). To exclude discrepancy in nourishment caused by different sized litters, the pup survival rate was analyzed for the same sized litters (6, 7, or 8 pups per litter) (Fig. 1b, c and Supplementary Fig. 5F–H), which showed a similar pattern of declining pup survival.

At the end of L2, we adjusted the litter size to seven to observe the weight of the surviving pups. Although most pups died before L2, those pups that survived lived until L13, after which time the survival rate markedly decreased from L15 to L23 (Fig. 1d). The survival rate using unadjusted litter sizes also exhibited a similar decline after L15 (Supplementary Fig. 5D). Furthermore, the average weights of the surviving pups born to *Tardbp*^−/−^ mothers were substantially lower than those born to WT mothers during the first (Fig. 1e, black lines) and second (Fig. 1f) lactations. To exclude possible defects in pups, pups born to WT and *Tardbp*^−/−^ mothers were cross-fostered by *Tardbp*^−/−^ and WT mothers, respectively. Results demonstrated that pups born to *Tardbp*^−/−^ female mice but fostered by WT mice beginning at L2 grew with normal body weights and survival rates, whereas pups born to WT females but fostered by *Tardbp*^−/−^ mice exhibited reduced growth (Fig. 1e, blue lines and Supplementary Fig. 5I). A similar reduction in body weight was observed when pups born to WT females were fostered by *Tardbp*^−/−^ females at the beginning of L10 (Fig. 1e, red lines). These results indicate that TDP-43 is required for lactation to support offspring survival in mice. To ensure that the observed failure of offspring growth and viability was dependent on the *Tardbp* genotype of the mothers, rather than that of the pups themselves, we genotyped all deceased pups and found normal genotype distribution (Supplementary Fig. 5J). Overall, these results demonstrate that maternal *Tardbp*^−/−^ induced failure of both pup viability and growth.

### TDP-43 loss results in disrupted lipid secretion

Morphological changes were first evaluated to determine the possible causes of lactation defects in *Tardbp* KO mice. Mammary glands from *Tardbp*^−/−^ mice harvested at the mid-pregnancy (P15.5, P17.5) to lactation stages (L2 and L10) demonstrated no differences in either lobuloalveolar structures or alveolar densities compared with WT mice based on whole-mount (Supplementary Fig. 6A) and hematoxylin and eosin (H&E) staining (Supplementary Fig. 6B). Moreover, TUNEL assay and Ki67 staining revealed indistinguishable rates of apoptosis and proliferation at P17.5 (Supplementary Fig. 6C–F). These results suggest that pup deaths were unlikely due to structural defects caused by *Tardbp* KO.

To identify factors contributing to the death of pups nursed by *Tardbp* KO mice, we focused on milk, the main energy source for offspring survival. Milk was collected from lactating mice for volume and compositional analyses. *Tardbp* KO led to a significant decrease in milk secretion compared to that in WT mice at L2 and L10 using two concentrations of oxytocin (the higher dose to remove all milk at an early stage and the lower dose at an established lactation in conventional use), respectively (Fig. 2a and Supplementary Fig. 7A). We next measured changes in milk protein and lipid compositions, which are the predominant sources of nutrition in milk. The protein quantitation assays demonstrated that the protein compositions of milk collected from lactating *Tardbp*^−/−^ and WT mice at L2 were indistinguishable (Supplementary Fig. 7B, C), and the expression levels of several essential genes related to milk protein in mammary gland epithelial cells (MECs) were unaffected by *Tardbp* loss (Supplementary Fig. 8A–C). However, the concentrations of triacylglycerols (TAGs), the predominant component of lipids, were markedly lower in milk taken from *Tardbp*^−/−^ mice compared with that from WT mice (Fig. 2b). Polyunsaturated fatty acids and essential fatty acids, which are indicators of exogenous uptake, were similar between the milk from *Tardbp*^−/−^ and WT mice (Supplementary Fig. 7D, E), suggesting that uptake by the mice was the same. These observations suggest that loss of TDP-43 can lead to the abnormal composition of milk lipids but not of milk proteins.

**Fig. 2:**
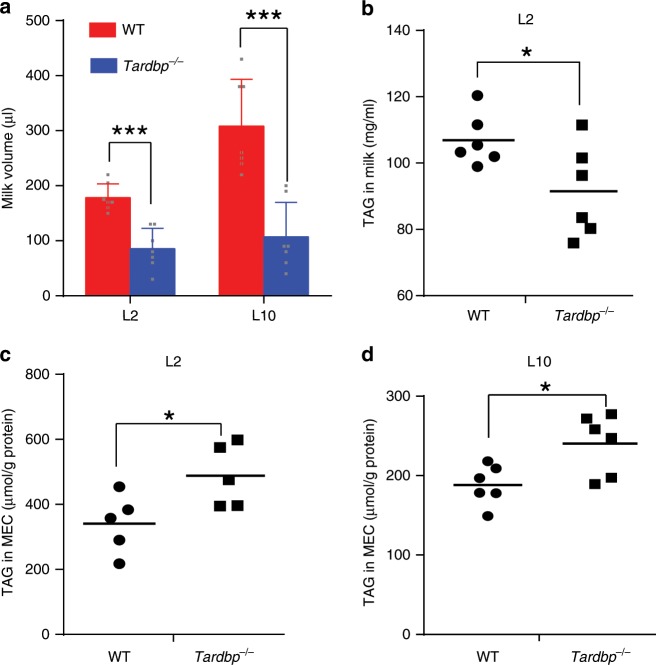
Milk secretion is impaired in *Tardbp*^−/−^ female mice. **a** Analysis of milk volume from mammary glands of wild-type (WT) and *Tardbp*^−/−^ female mice following 10 U of oxytocin stimulation (*n* = 7 for each genotype). **b** Analysis of triacylglycerols (TAGs) in milk collected from WT and *Tardbp*^−/−^ mice at lactation day 2 (L2) (*n* = 6 for each genotype). **c**, **d** Analysis of TAGs in mammary gland epithelial cells (MECs) collected from WT and *Tardbp*^−/−^ mice at L2 (C) (*n* = 5 for each genotype) or L10 (D) (*n* = 6 for each genotype). Data are means ± SD (**a**) or means (**b**–**d**). TAG levels in MECs were normalized to protein concentration of each sample. Unpaired *t* test was used to evaluate statistical significance. *P < 0.05, ***P *<* 0.001. Source data are provided as a Source Data file.

To further clarify lipid disorder induced by *Tardbp* KO, we collected MECs to analyze their lipid concentrations. Interestingly, although TAG concentrations in milk were markedly lower in *Tardbp*^−/−^ mice (Fig. 2b), the cellular TAG concentrations in MECs were much higher in *Tardbp*^−/−^ mice than that in WT mice at L2 and L10, respectively (Fig. 2c, d). These results indicate that the phenotype observed in our study was likely due to unsuccessful milk lipid secretion from MECs to the outside, resulting in the accumulation of higher TAG concentration in MECs but lower TAG concentration in milk. Thus, these results indicate that lipid secretion was affected by *Tardbp* KO.

### TDP-43 loss results in large LD accumulation

Because milk lipids are secreted as milk fat globules (MFGs) wrapped in a bilayer plasma membrane, we compared MFGs between WT and *Tardbp*^−/−^ mice. Results indicated that MFGs from *Tardbp*^−/−^ mice were substantially larger than those from WT mice at L2 and L10 (Fig. 3a, b). Moreover, milk alveolar structures and MECs from *Tardbp* KO mice were clearly filled with large cytoplasmic LDs (CLDs) or LDs during lactation (L1 to L10), whereas large LDs or CLDs were not found in WT mice (Fig. 3c). This phenomenon was maintained during the second lactation in KO mice (Supplementary Fig. 9A). To confirm the above H&E staining results, we conducted immunofluorescence staining of mammary glands from genotypes at L1, L2, and L10 using an antibody against PLIN2, a specific marker of milk LDs during lactation^32^. The LDs observed in the alveoli were indeed larger in size and accumulated around the edges of the lumen during lactation in *Tardbp*^−/−^ mice (Fig. 3d and Supplementary Fig. 9B). Moreover, electron microscopy images of mammary gland sections from WT and *Tardbp*^−/−^ mice further demonstrated that large LDs were accumulated in the MECs (Fig. 3e). Taken together, these data indicate that loss of TDP-43 resulted in the accumulation of large LDs in the MECs, which may eventually lead to lactation failure.

**Fig. 3:**
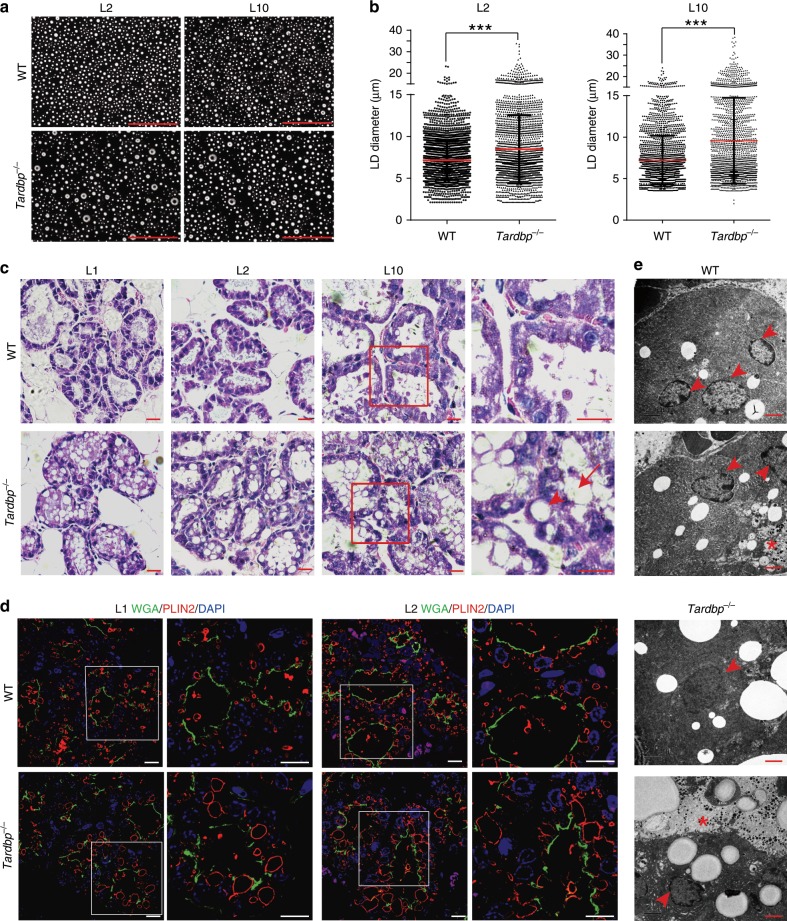
Larger lipid droplets are present in MECs after knockout of *Tardbp*. **a**, **b** Phase contrast micrographs (**a**) and statistics (**b**) of milk fat globules (MFGs) from wild-type (WT) and *Tardbp*^−/−^ mice analyzed using Image-Pro Plus 5.0 at lactation day 2 (L2) (left, *n* = 7 mice) or L10 (right, *n* = 6 mice). Scale bar: 100 μm. Data are means ± SD. Unpaired *t* test was used to evaluate statistical significance. ***P *<* 0.001. **c** Hematoxylin and eosin staining of mammary glands from WT and *Tardbp*^−/−^ mice at L1, L2, and L10. Magnified areas at L10 are shown in red boxes (left). Arrowhead shows cytoplasmic lipid droplets (CLDs) in cells and arrow shows large lipid droplets (LDs) in alveolar lumen. Scale bar: 20 μm. **d** Immunofluorescence staining of adipophilin (PLIN2) (red) showing LDs in alveoli of mammary glands from WT and *Tardbp*^−/−^ mice at L1 and L2. Sections were also stained with wheat germ agglutinin (WGA) (green) and 4′,6-diamidino-2-phenylindole dihydrochloride (DAPI) to outline luminal border or nuclei. Magnified areas (right) are shown in white boxes (left). Scale bar: 10 μm. **e** Electron microscopy images of mammary gland sections from WT and *Tardbp*^−/−^ mice at L1. Arrowhead indicates nucleus and asterisk shows lumen of mammary glands. Scale bar: 2 μm. Source data are provided as a Source Data file.

### TDP-43 loss reduces BTN and XOR expression

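Mammary glands of 3 WT mice and of 4 mice labelled *Tardbp* KO were collected at lactation day 1 (L1). In the KO mice, Cre recombinase driven by the promoter of the milk protein gene *Wap* deletes exons 2 and 3 of *Tardbp*, the gene of TDP-43. The authors sequenced RNA of the gland as paired-end reads, mapped them to mouse assembly NCBIM37 with STAR and counted them on genes with featureCounts. The deposited values are raw counts, in which the mates of a pair count separately and reads that map to several places or lie over more than 1 gene are left out. Between 36007737 and 42811337 reads per library were counted on genes, with a median of 39485419 in WT libraries and 40562808 in libraries labelled *Tardbp* KO. WT replicates 1, 2 and 3 were sequenced on lanes 3, 4 and 2, and KO replicates 1, 2, 3 and 4 on lanes 1, 5, 4 and 4, so that only lane 4 holds both genotypes. Genes of milk proteins (caseins, *Wap* and *Lalba*) took 28.9% ± 4.41 (SD, n = 3) of the counts in WT libraries and 17.1% ± 4.11 (SD, n = 4) in libraries labelled *Tardbp* KO. Counts were therefore scaled with edgeR's TMM factors, which lay between 0.781 and 0.909 in WT libraries and between 1.00 and 1.23 in the others, and are given in edgeR's CPM unit. After removal of 37 mitochondrial and 580 ribosomal genes, the 17175 genes with at least 5 counts in at least 4 of the 7 libraries were tested.

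*Tardbp* (ENSMUSG00000041459) lies on the minus strand of chromosome 4 from 147986491 to 148001128. Its level was 187 ± 32.6 CPM (SD, n = 3) in WT libraries and 188 ± 28.2 CPM (SD, n = 4) in libraries labelled *Tardbp* KO, a log2 fold change of 0.01 (standard error 0.182, adjusted p = 0.982 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The levels of single libraries were 223, 178 and 159 CPM in WT replicates 1 to 3 and 214, 176, 154 and 208 CPM in KO replicates 1 to 4. A 2-sided exact permutation test gave p = 0.971 with CPM and p = 1 with log2 CPM, where the smallest p that 3 libraries against 4 allow is 0.0286. The deleted exons 2 and 3 hold 416 of the 7477 annotated exon bases of *Tardbp*, and the file gives counts per gene and not per exon. Exons of *Masp2*, on the opposite strand, cover 24.3% of the *Tardbp* exon bases, and reads over both genes were not counted. The counts of *Tardbp* thus neither show nor exclude the deletion, and the genotypes are those of the libraries' labels.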

To explore the mechanism of lipid secretion disorder in *Tardbp*^−/−^ mice, RNA-sequencing (RNA-seq) was performed to identify the molecular processes at L1 between WT and *Tardbp*^−/−^ mice. 

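Differential expression at L1 was tested with the limits of the study's methods, an adjusted p under 0.01 and a log2 fold change above 1 or below −1. No gene passed both limits in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 3674 genes had an unadjusted p under 0.05. The gene with the lowest adjusted p, *Steap1* (chosen after its values were seen), had 26.6 ± 3.90 CPM (SD, n = 3) in WT libraries and 5.75 ± 0.873 CPM (SD, n = 4) in libraries labelled *Tardbp* KO, with an adjusted p of 0.0165 from the same edgeR test. The study's methods name edgeR and not which of its tests was used. With the same limits, edgeR's exact test called 426 genes, 179 higher and 247 lower in libraries labelled *Tardbp* KO. DESeq2's Wald test, the alternative that moved the count most, called 568 genes, 288 higher and 280 lower, so the larger direction differed between the 2 tests. Both called 410 of these genes.

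Supplementary Table 2 lists lipid metabolism genes in 44 entries, which are 42 different genes because some appear more than once. All 42 were tested, and 32 were lower and 10 higher in libraries labelled *Tardbp* KO, with a median log2 fold change of −1.20. Relative to the mean of the WT libraries, the median over these genes was −1.04, −1.17, −1.41 and −0.997 in KO replicates 1 to 4, and 0.35, −0.42 and 0.08 in WT replicates 1 to 3. Each of the 42 genes had an unadjusted p under 0.05. Over all genes tested none had an adjusted p under 0.01 (from 0.0517 to 0.105, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and adjusted over the list alone all 42 did. The study chose the list on these libraries, so the latter count, the separation of single libraries and the tests of the set given below are not independent evidence. The exact test called 35 of the genes, 27 lower and 8 higher. All KO libraries lay below all WT libraries for 28 of the genes and above them for 9. Tested as a set, the genes fell in camera with its preset correlation (Benjamini-Hochberg adjusted p = 3.29e-10) and changed in limma's fry (adjusted p = 0.0274), but the fall in camera did not hold with an estimated correlation (adjusted p = 0.237). With libraries scaled by their size alone, which raises the median of all genes to 0.42, the median of the list was −0.82. Within lane 4, with 1 WT library and 2 libraries labelled *Tardbp* KO and hence no test, it was −0.67.

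The deepest fall in the list was that of *Mfsd2a* (ENSMUSG00000028655, chromosome 4, 122624093 to 122638431), with 34.9 ± 25.8 CPM (SD, n = 3) in WT libraries and 2.38 ± 2.66 CPM (SD, n = 4) in the others, a log2 fold change of −3.89 (standard error 0.923, adjusted p = 0.0848 in edgeR's quasi-likelihood test). Its groups overlapped, because WT replicate 2 had 5.57 CPM and KO replicate 1 had 6.32 CPM. *Scd2* (ENSMUSG00000025203, chromosome 19, 44368166 to 44381354) fell by 3.20 on the log2 scale (standard error 0.616, adjusted p = 0.0702), from 510 ± 433 CPM (SD, n = 3) to 55.3 ± 25.8 CPM (SD, n = 4). The largest rises were those of *Apol7c*, with a log2 fold change of 4.34 (standard error 1.14, adjusted p = 0.095 in edgeR's test), and of *Acap1*, with 2.33 (standard error 0.652, adjusted p = 0.105). Both followed the lymphocyte genes across libraries, and with the level of lymphocyte genes as a covariate, an alternative chosen after seeing the data, their log2 fold changes were 0.14 and 0.07.

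**Figure D1:**
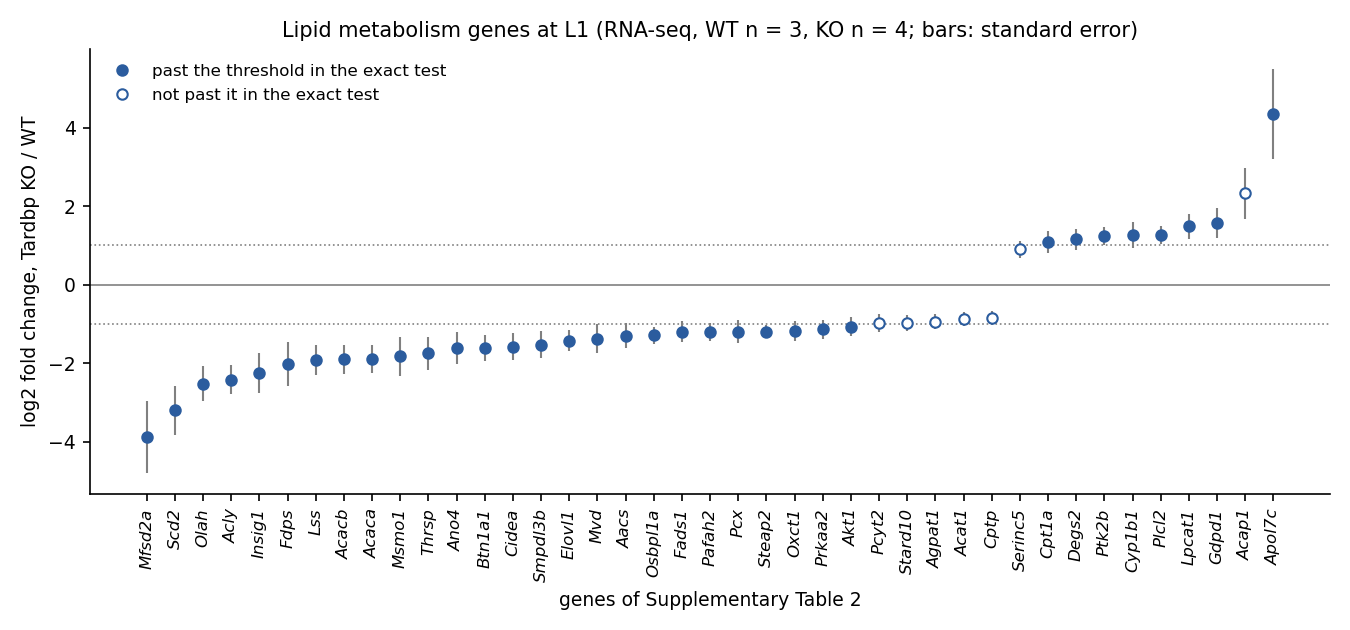
Log2 fold change of 41 of the 42 lipid metabolism genes of Supplementary Table 2 between the 4 libraries labelled *Tardbp* KO and the 3 WT libraries at L1, from edgeR's quasi-likelihood fit. Bars are standard errors, filled points are the 34 plotted genes past the threshold of edgeR's exact test, and values run from −3.89 for *Mfsd2a* to 4.34 for *Apol7c*.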

Among the differentially expressed genes identified in the *Tardbp* KO epithelium (Fig. 4a), 44 genes were involved in lipid metabolism. It has been reported that the TDP-43 protein regulates downstream genes by directly binding to the motif of UG-enriched sequences^33^. Therefore, to identify genes directly regulated by TDP-43, we performed statistical analysis to determine enrichment of the UG-repeated motifs in the mRNAs of the above 44 genes (Supplementary Table 2). Results showed that *Btn1a1* mRNA exhibited the most significant enrichment in the UG-repeated motif. 

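UG repeats were counted in the transcripts of the mouse reference annotation as runs of at least 3 UG dinucleotides in a row, written TG in the genome. The *Btn1a1* transcript (ENSMUST00000041674) is 3423 nucleotides long, is encoded on the minus strand of chromosome 13 and holds 6 such runs with 43 UG dinucleotides in all. Its coding sequence ends before position 1713, where the 3′ UTR begins, and all 6 runs lie in exon 8, its last. The longest run has 19 UG dinucleotides at positions 2909 to 2946 of the transcript (chromosome 13, 23549338 to 23549375), with the sequence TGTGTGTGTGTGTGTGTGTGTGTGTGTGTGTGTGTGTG. A run of 10 lies at positions 2819 to 2838 (23549446 to 23549465), and runs of 4 lie at 3293 to 3300 and at 3339 to 3346, all in the 3′ UTR. The other two runs, of 3 UG dinucleotides each, lie in the coding part, at positions 1176 to 1181 and 1259 to 1264. On the sense strand, the longest run and its flanks read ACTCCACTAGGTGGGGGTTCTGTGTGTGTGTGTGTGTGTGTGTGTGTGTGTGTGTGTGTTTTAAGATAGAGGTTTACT.

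Counted in the longest annotated transcript of each gene of Supplementary Table 2, the next highest number of UG dinucleotides in runs was 20, in *Cptp*, and the median was 6. No other listed gene had a run of more than 6. Among the 15112 tested genes with an annotated transcript, *Btn1a1* ranked 160th by UG dinucleotides in runs, 231st by its longest run and 96th by UG dinucleotides per kb of transcript.

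**Figure D2:**
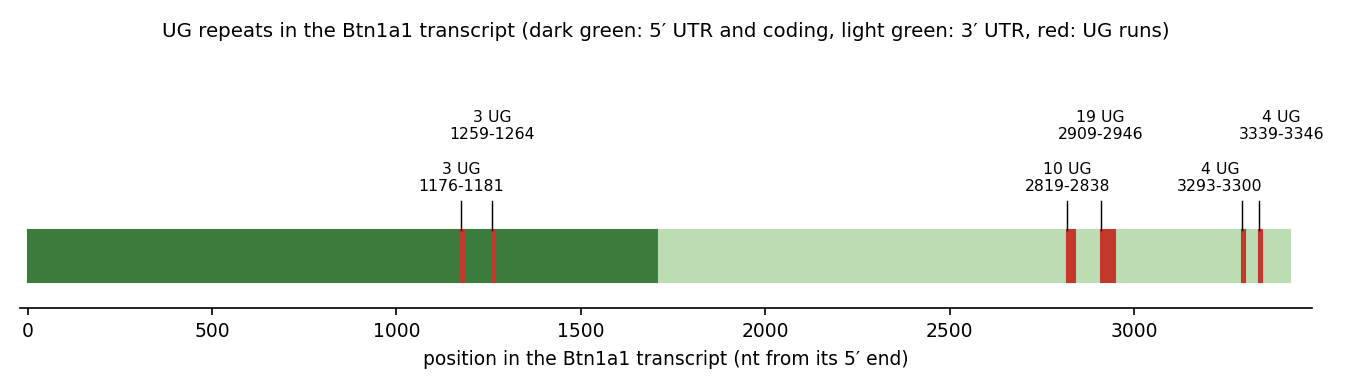
Map of the *Btn1a1* transcript, with the position in nucleotides from its 5′ end on the horizontal axis, the 5′ UTR and coding part in dark green, the 3′ UTR in light green and runs of at least 3 UG dinucleotides in red. The 2 longest runs, of 19 and 10 UG dinucleotides, lie in the 3′ UTR.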

Previous research has also shown that *Btn1a1* KO mice exhibit poor pup survival and large lipid droplets^13^, thus phenocopying *Tardbp* KO mice. This suggests that *Btn1a1* may be a downstream gene of TDP-43 that regulates milk lipid secretion. In addition, qRT-PCR assay confirmed the significant decrease in *Btn1a1* expression in the TDP-43 KO mammary gland at L1 and L10 (Fig. 4b). Moreover, *Xdh*, an important interactor with BTN for milk lipid secretion^34^, was significantly decreased at L1 and L10 (Fig. 4c), whereas the expression of *Cidea* was comparable at P17.5 and L10 at both the mRNA and protein levels (Supplementary Fig. 10A–C). 

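In the libraries from L1, *Btn1a1* (ENSMUSG00000000706, chromosome 13, 23548861 to 23557770) had 3687 ± 517 CPM (SD, n = 3) in WT and 1213 ± 480 CPM (SD, n = 4) in libraries labelled *Tardbp* KO. The log2 fold change was −1.60 (standard error 0.335, adjusted p = 0.0753 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Every library labelled *Tardbp* KO lay below every WT library (2-sided exact permutation test of log2 CPM, p = 0.0286, the smallest p possible). With the study's limits, *Btn1a1* was not called by the quasi-likelihood test but was called by edgeR's exact test (adjusted p = 0.000163) and by DESeq2 (adjusted p = 8.14e-05). Its adjusted p ranged from 8.14e-05 to 0.606 over all alternatives. With each library left out in turn, the log2 fold change stayed between −1.84 and −1.42, and within lane 4 alone it was −1.52. It was −1.25 with scaling by library size. The value moved most, to −0.92 (adjusted p = 0.606, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), when the level of lymphocyte genes was added as a covariate after seeing the data. In that fit, the lowest adjusted p of any gene was 0.449 (same test), so 0.606 is not particular to *Btn1a1*. Among the genes of Supplementary Table 2, the fall of *Btn1a1* ranked 14th, and among all genes tested 181st. *Cidea*, whose transcript holds 1 run of 3 UG dinucleotides, had a log2 fold change of −1.58 in the same libraries. The paper first proposes that *Btn1a1* acts downstream of TDP-43 in milk lipid secretion. It does so from the UG repeats of the *Btn1a1* mRNA and the phenotype that *Btn1a1* KO mice share with *Tardbp* KO mice. Its further evidence includes qRT-PCR, western blots and binding of TDP-43 to the mRNA. It also tested mRNA decay and reporters with the 3′ UTR, with and without the UG repeats.

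**Figure D3:**
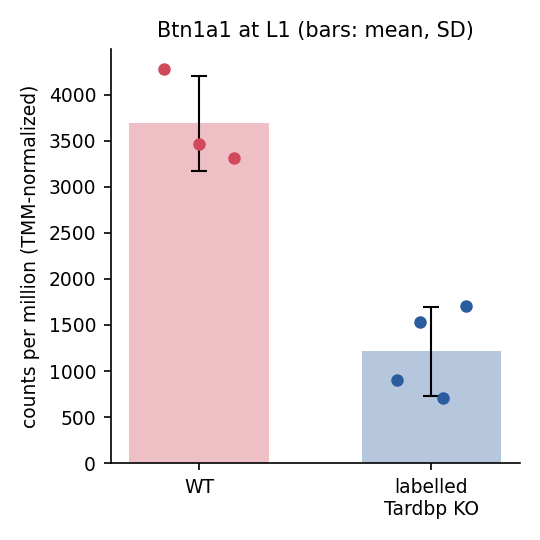
Level of *Btn1a1* at L1 in CPM, with a point for each of the 3 WT libraries and of the 4 libraries labelled *Tardbp* KO. Bars are the mean and SD, and the libraries labelled *Tardbp* KO lie between 710 and 1705 CPM, all below the WT libraries at 3316 to 4278 CPM.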

We therefore focused on the *Btn1a1* and *Xdh* genes, which are well-recognized mediators of milk lipid secretion^32^.

**Fig. 4:**
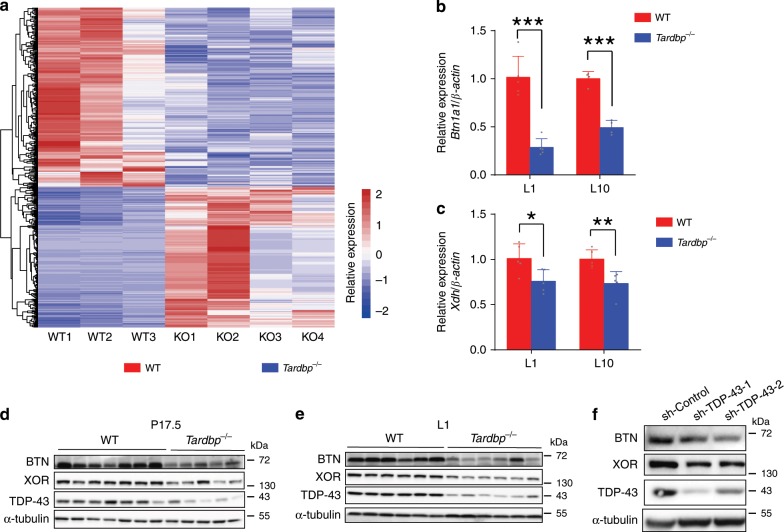
TDP-43 regulates expression of BTN and XOR. **a** Heatmap of differentially expressed genes from mammary glands between wild-type (WT, *n* = 3) and *Tardbp*^−/−^ (KO, *n* = 4) mice at lactation day 1 (L1). Colors of bars represent normalized and scaled expression levels (red, white, and blue correspond to highest, middle, and lowest values, respectively). **b** Quantitative real-time PCR (qRT-PCR) analysis of *Btn1a1* expression in WT and *Tardbp*^−/−^ mice at L1 (*n* = 5 mice) and L10 (*n* = 4 mice). **c** Quantitative real-time PCR analysis of *Xdh* expression in WT and *Tardbp*^−/−^ mice at L1 (*n* = 5 mice) and L10 (*n* = 5 mice). **d**, **e** Western blot showing expression of BTN and XOR in MECs isolated at pregnancy day 17.5 (**d**) and L1 (**e**) from WT and *Tardbp*^−/−^ mice. **f** Protein levels of BTN and XOR in differentiated HC11 cell line upon *Tardbp* knockdown. Data are means ± SD. Unpaired *t* test was used to evaluate statistical significance. *P < 0.05; **P < 0.01. Source data are provided as a Source Data file.

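The genes called by edgeR's exact test were followed through the single libraries. Of the higher genes, 100% lay above all WT libraries in KO replicates 1 and 3, 99.4% in KO replicate 4 and 92.2% in KO replicate 2. Of the lower genes, 94.7%, 98.0%, 99.6% and 100% lay below all WT libraries in KO replicates 1 to 4. Groups did not overlap for 395 of the called genes, which were chosen for their difference on the same libraries, and for 18.7% of all genes tested, where chance gives 5.71%. The WT libraries were not equally far from the others. The median of the lower genes stood 1.69, 0.82 and 1.36 above the mean of the libraries labelled *Tardbp* KO on the log2 scale in WT replicates 1, 2 and 3. Pearson's r of log2 CPM across genes, which are not independent replicates, was between 0.975 and 0.988 for libraries of WT, between 0.971 and 0.980 for those labelled *Tardbp* KO and between 0.946 and 0.988 across genotypes. The highest r across genotypes was that of WT replicate 2 and KO replicate 4.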

To confirm the regulatory effects on *Btn1a1* and *Xdh*, we compared their expression levels between WT and *Tardbp*^−/−^ mice. The mRNA levels of *Btn1a1* and *Xdh* decreased in the *Tardbp*^−/−^ mammary gland during lactation; moreover, BTN (*Btn1a1* protein) and XOR (*Xdh* protein) expression were both remarkably reduced at P17.5 and L1 (Fig. 4d, e). To prove the regulatory effects in vitro, knockdown of *Tardbp* by short hairpin RNA (shRNA) in a differentiated mammary epithelial cell line (HC11) also led to substantially lower expression of BTN and XOR at the protein level (Fig. 4f), thus suggesting a regulatory effect of TDP-43 on BTN and XOR. Knockdown of TDP-43 in the HC11 cells impaired dome formation (Supplementary Fig. 10D), which results from fluid secretion by mammary epithelial cells upon treatment with lactogenic hormones in vitro^35–37^. Moreover, the decrease in dome formation was partially rescued when BTN and XOR were co-expressed in cells expressing sh-TDP-43 (Supplementary Fig. 10E, F).

### TDP-43 binds to *Btn1a1* and *Xdh* mRNA

TDP-43 is a RBP^38^, with the binding motif of the UG-enriched sequence^33,39^ regulating RNA in a variety of ways. To decipher the regulatory mechanism of TDP-43 on *Btn1a1* and *Xdh*, we examined whether a UG- or TG-enriched sequences existed in the *Btn1a1* and *Xdh* gene promoter regions, pre-mRNA, and mRNA. Both *Btn1a1* and *Xdh* mRNA contained a large TG-enriched sequence in the 3′-UTR (Fig. 5a), suggesting that TDP-43 may bind to the 3′-UTRs of the *Btn1a1* and *Xdh* transcripts directly. To demonstrate this, we studied the interaction between the TDP-43 protein and mRNA of *Btn1a1* and *Xdh* by RNA immunoprecipitation (RIP). Results demonstrated that TDP-43 was bound to *Btn1a1* and *Xdh* mRNA strongly in the MECs (Fig. 5b) and HC11 cell line (Fig. 5c). An RNA pull-down assay was also used to confirm the interaction between mRNA and protein. Both *Btn1a1* (nt 2781–3398) and *Xdh* (nt 4399–4623) fragments containing TG-enriched sequences effectively pulled down the TDP-43 protein in the primary MECs and HC11 cells (Fig. 5d, e).

**Fig. 5:**
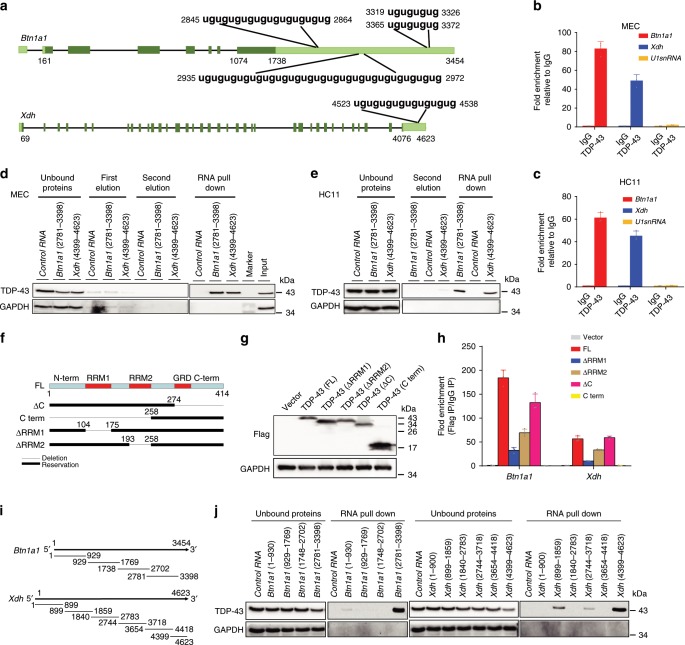
TDP-43 directly binds to *Btn1a1* and *Xdh* mRNA. **a** mRNA structures of *Btn1a1* (upper) and *Xdh* (lower) showing TDP-43-binding motif in 3′-UTRs. Deep green boxes represent coding region. Light green boxes represent non-coding region. **b**, **c** RNA immunoprecipitation (RIP) assay for analysis of interaction between TDP-43 protein and *Btn1a1* or *Xdh* mRNA in MECs and differentiated HC11 cell line using TDP-43 antibody. **d**, **e** MECs (**d**) and differentiated HC11 (**e**) cellular extracts were incubated with in vitro-transcribed biotin-labeled control (pcDNA3.1 vector), *Btn1a1*, or *Xdh* mRNA fragments for biotin RNA pull-down followed by western blot analysis. Control RNA used biotinylated RNA without TDP-43-binding site (ugugug). **f** Structures of TDP-43 and their mutants used in RIP assays. TDP-43 protein contains an N-terminal domain (N-term), two RNA-recognition motifs (RRM1 and RRM2), a glycine-rich domain (GRD), and a C-terminal domain (C-term). **g** Western blot of overexpressed Flag-TDP-43 or its mutants in HC11 cell line. **h** RIP assay using Flag antibody in differentiated HC11 cells after overexpression of Flag-TDP-43 or Flag-mutants of TDP-43. **i** Schematic of mouse *Btn1a1* or *Xdh* mRNA fragments used for RNA pull-down assays. **j** Binding between TDP-43 protein and fragmented *Btn1a1* and *Xdh* mRNA. Four biotinylated *Btn1a1* mRNA fragments or six biotinylated *Xdh* mRNA fragments were incubated with HC11 cellular extract, and interaction between TDP-43 and each fragment was examined by RNA pull-down followed by western blot analysis. Data are shown as the means ± SD of three independent experiments. Source data are provided as a Source Data file.

To determine which domains of TDP-43 were responsible for its interaction with *Btn1a1* and *Xdh* mRNA, Flag-TDP-43 or deletion fragments was overexpressed for the RIP assays using differentiated HC11 cell lysates (Fig. 5f, g). The C-terminal domain of TDP-43 (C-term) could not bind to either *Btn1a1* or *Xdh* mRNA, whereas the other deletion constructs showed clear binding affinity to both mRNAs. In addition, both the RRM1 and RRM2 domains were required for the interaction of TDP-43 with *Btn1a1* and *Xdh* mRNA. The RRM1 domain was the predominant functional RNA-binding domain, with RRM1 deletion (∆RRM1) showing the greatest reduction in binding affinity compared with the TDP-43 full-length construct (FL) (Fig. 5h).

We further performed reciprocal RNA pull-down assays using four biotinylated *Btn1a1* mRNA fragments or six biotinylated *Xdh* mRNA fragments (Fig. 5i) to confirm the interaction between TDP-43 and *Btn1a1* and *Xdh* mRNA. Consistent with Fig. 5d, e, the 2781–3398 nucleotides of *Btn1a1* and 4399–4623 nucleotides of *Xdh* containing UG repeated at the 3′ end of the mRNA strongly interacted with TDP-43, although the 1–900 nucleotides of *Btn1a1* and 899–1859 and 2744–3718 nucleotides of *Xdh* also showed weak binding to TDP-43 (Fig. 5j).

Taken together, the above data demonstrated strong interactions between the TDP-43 protein and *Btn1a1* and *Xdh* mRNA.

### TDP-43 loss decreases *Btn1a1* and *Xdh* mRNA stability

TDP-43 can regulate mRNA stability through the 3′-UTR of mRNA^40–42^. We therefore examined the decay of *Btn1a1* and *Xdh* mRNA following treatment with actinomycin D, a RNA Pol II inhibitor, to stop transcription in primary MECs from P17.5 and L1. Results showed that *Btn1a1* and *Xdh* mRNA declined significantly in the absence of TDP-43 between the WT group and *Tardbp* KO group at P17.5 and L1, and internal control *Gapdh* mRNA remained unchanged (Fig. 6a, b), suggesting that TDP-43 loss decreased the stability of *Btn1a1* and *Xdh* mRNA. Moreover, overexpressed TDP-43 full-length (Flag-FL) but not the C-terminal domain lacked the RRM1 and RRM2 regions, significantly suppressing the decay of *Btn1a1* and *Xdh* mRNA in the differentiated HC11 cell line (Fig. 6c). Both the BTN and XOR protein levels were remarkably increased upon TDP-43 overexpression compared with that in the control group (Supplementary Fig. 11A). These data indicate that TDP-43 could stabilize *Btn1a1* and *Xdh* mRNA levels.

**Fig. 6:**
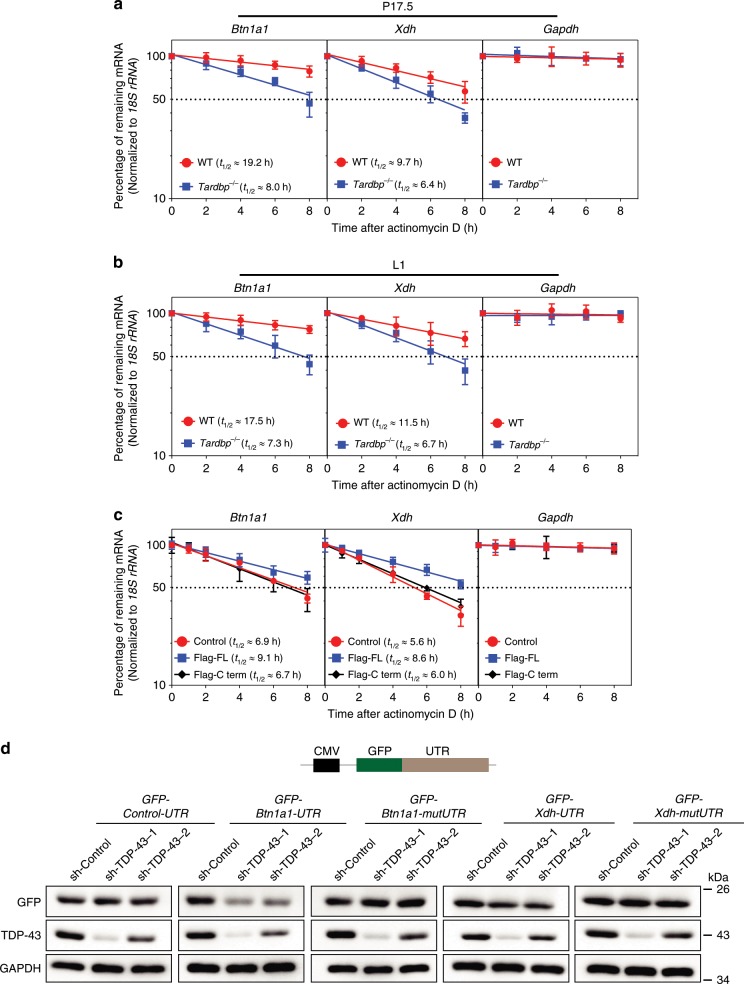
TDP-43 loss decreases *Btn1a1* and *Xdh* mRNA stability. **a**, **b** Primary MECs isolated at pregnancy day 17.5 (P17.5) (**a**) and lactation day 1 (L1) (**b**) from wild-type (WT) and *Tardbp*^−/−^ mice were treated with actinomycin D for the indicated time, then *Btn1a1*, *Xdh*, and *Gapdh* mRNA expression levels were analyzed by qRT-PCR. Data were normalized to *18S rRNA* levels in each experiment and represented as a percentage of mRNA levels measured at time 0 h (before actinomycin D addition) using a semi-logarithmic scale. Half-lives (*t*_1/2_) were calculated as time of each mRNA to decrease to 50% of its initial abundance. **c** qRT-PCR analysis of *Btn1a1* and *Xdh* mRNA expression in differentiated HC11 cells treated with actinomycin D after overexpression of control (Flag), Flag-TDP-43 full-length (Flag-FL), and Flag-TDP-43 C-term (Flag-C-term). **d** Upper: schematic of reporter constructs containing green fluorescent protein (GFP) gene fused with *Btn1a1* and *Xdh* mRNA 3′-UTRs. *GFP-Btn1a1-mutUTR* and *GFP-Xdh-mutUTR* were generated by deletion mutations of UG-enriched sequences in *Btn1a1* (position 2845–2864, 2935–2972, 3319–3326, and 3365–3372 nt) and *Xdh* (position 4523–4538 nt) 3′-UTRs, respectively. Lower: GFP expression levels were measured by western blotting 72 h after co-transfection with GFP reporter and sh-TDP-43. sh-TDP-43-1 and sh-TDP-43-2 represent independent shRNAs used. Data are shown as the means ± SD of three independent experiments. Source data are provided as a Source Data file.

To further demonstrate that TDP-43 regulates *Btn1a1* and *Xdh* mRNA stability through the 3′-UTR, we inserted the 3′-UTRs of *Btn1a1* or *Xdh* following the green fluorescent protein (GFP) gene into a mammalian expressive vector, representing *GFP-Btn1a1-UTR* and *GFP-Xdh-UTR*, respectively (Fig. 6d, upper), and then determined GFP change upon TDP-43 knockdown in the HC11 cells. As expected, knockdown of TDP-43 by two independent shRNAs led to substantially lower GFP expression in the *GFP-Btn1a1-UTR* and *GFP-Xdh-UTR* groups compared with their scramble controls (Fig. 6d), whereas GFP expression remained unchanged upon TDP-43 knockdown in the *GFP-Control-UTR* group. To confirm the regulation of TDP-43 on *Btn1a1* and *Xdh* mRNA stability, we next generated deletion mutations of the *Btn1a1* and *Xdh* 3′-UTRs without TDP-43-binding sites (*GFP-Btn1a1-mutUTR* and *GFP-Xdh-mutUTR*, respectively). RIP-qPCR assays were then conducted to confirm that deletion mutations of the UG-enriched sequences could severely abate the interaction between *GFP* mRNA and the TDP-43 protein (Supplementary Fig. 11B). Mutation of the TDP-43 binding site completely abolished the down-regulation of GFP expression upon TDP-43 knockdown (Fig. 6d). To measure whether TDP-43 could regulate mRNA stability of the above GFP reporters, we detected the *GFP* mRNA expression of each group upon actinomycin D treatment after TDP-43 knockdown. Results showed that the *GFP* mRNA stability of *GFP-Btn1a1-UTR* and *GFP-Xdh-UTR*, but not *GFP-Btn1a1-mutUTR* or *GFP-Xdh-mutUTR*, significantly decreased upon sh-TDP-43 treatment compared with the control group (Supplementary Fig. 11C). To determine whether TDP-43 could regulate BTN and XOR expression in humans, we introduced human *BTN1A1* and *XDH* 3′-UTRs into GFP reporters to generate *GFP-hBTN1A1-UTR* and *GFP-hXDH-UTR*, respectively. Immunoblot analysis showed that knockdown of TDP-43 by independent shRNAs reduced GFP expression of *GFP-hBTN1A1-UTR* and *GFP-hXDH-UTR* relative to the sh-control (Supplementary Fig. 11D, E).

### TDP-43 loss results in early involution

We also examined whether premature involution occurred during lactation in *Tardbp*^−/−^ mice. The secretory lobuloalveolar structures were remodeled into glandular structures in *Tardbp*^−/−^ mice, whereas the compact alveolar structures persisted in WT mice until L21. Loss of alveolar structures was also observed at L18 (Fig. 7a). Although *Tardbp*^−/−^ mammary glands were similar to WT mammary glands in whole-mount staining at L15 (Fig. 7a), H&E staining at higher magnification showed that the *Tardbp*^−/−^ mammary epithelium accumulated MFGs in the alveoli and exhibited cell shedding at L15 and L18 (Fig. 7b, c and Supplementary Fig. 12A). Moreover, severe tissue remodeling in the *Tardbp*^−/−^ mammary epithelium eventually resulted in the collapse of many mammary alveoli at L21 (Fig. 7d). This tissue damage in *Tardbp*^−/−^ mice was correlated with the time course of pup death (Fig. 1d). Moreover, we detected cell division using Ki67 staining during late lactation and found that cell proliferation did not change at L15 and L18, but decreased at L21 in KO mice (Supplementary Fig. 12B, C). The underlying mechanism requires further investigation.

**Fig. 7:**
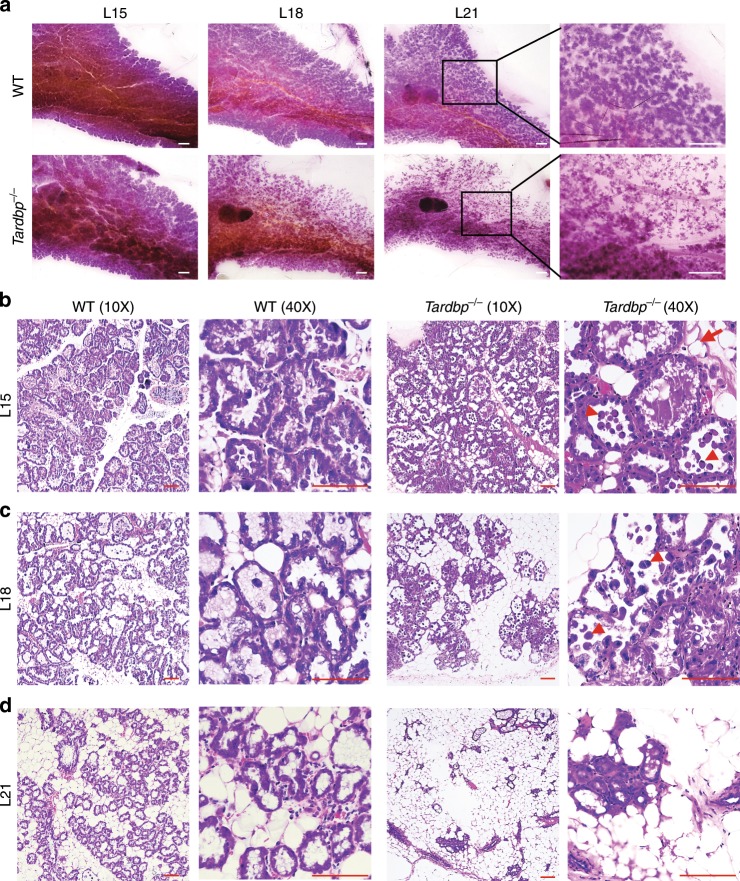
TDP-43 loss results in early involution. **a** Whole-mount carmine staining of mammary glands of wild-type (WT) and *Tardbp*^−/−^ mice at lactation day 15 (L15), L18, and L21. Magnified areas are shown in black boxes. Scale bar: 1 mm. **b**–**d** Paraffin sections of mammary glands taken at various times during lactation and stained with hematoxylin and eosin. Arrows show milk lipid droplets and arrowhead shows shedding cells. Scale bar: 100 μm.

Overall, these data demonstrated that depletion of *Tardbp* in the female mammary gland led to premature involution.

### Low TDP-43 expression relates to human lactation deficiency

To explore the potential effect of TDP-43 expression on human milk secretion, we collected fresh milk samples from a total of 60 healthy lactating women who gave birth to a full-term infant. It has been reported that intracellular components of MECs, including mRNAs, can be trapped within MFGs during cellular MFG formation and secretion^43,44^, and thus mRNA expression profiles from MFGs can be representative of MEC gene expression^45,46^. Therefore, to analyze the expression levels of *TARDBP* in human MECs during lactation, MFGs from human breast milk were obtained by centrifugation for RNA isolation. We then detected the MFG mRNA levels of cell-specific markers to rule out possible contamination of RNA from immune cells (Fig. 8a), which are abundant in human milk^47^. Questionnaire follow-up by telephone interview was performed to assess milk secretion in the mothers, which confirmed that partial breastfeeding and formula feeding were driven by necessity. Our results demonstrated that *TARDBP* was significantly up-regulated in the exclusive breastfeeding group in comparison to the partial breastfeeding group (Fig. 8b). The expression levels of *HNRNPA1*, another RBP, showed no changes among the different breastfeeding groups (Fig. 8c). Furthermore, we found no significant differences among groups in terms of milk collection time and delivery type (Supplementary Fig. 12D, E). This result suggests that low expression of TDP-43 may be correlated with lactation deficiency in human milk secretion.

**Fig. 8:**
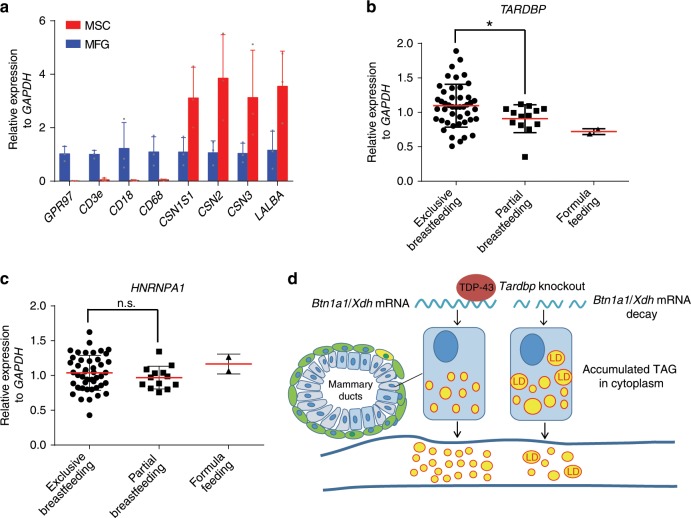
Low TDP-43 expression relates to human lactation deficiency. **a** Quantification of mRNA expression levels of cell-specific markers in MSCs (milk somatic cells, *n* = 3) and MFGs (milk fat globules, *n* = 3). MSCs were obtained from fresh human breast milk by centrifugation. Specific markers for polymorphonuclear neutrophils (*CD18* and *GPR97*), lymphocytes (*CD3e*), macrophages (*CD18* and *CD68*), and MEC genes encoding milk proteins (*CSN1S1*, *CSN2*, *CSN3*, and *LALBA*) are shown. **b**, **c** qRT-PCR analysis of *TARDBP* (**b**) and *HNRNPA1* (**c**) mRNA expression levels in MFGs of fresh human milk on days 3–5 postpartum. Exclusive breastfeeding, *n* = 45; partial breastfeeding, *n* = 13; formula feeding, *n* = 2. **d** Graphic abstract of roles of TDP-43 in regulating milk lipid secretion. Data are means ± SD. Unpaired *t* test was used to evaluate statistical significance. *P < 0.05; n.s., not significant. Source data are provided as a Source Data file.

## Discussion

Milk secretion is critical for nutrition delivery from parent to offspring. Recently, researchers developed intravital imaging procedures using transgenic mice to provide mechanistic insight into the secretion of lipid droplets within the mammary epithelium in real time, which could be applied to investigate trafficking events during lactation^48,49^. However, the fundamental regulation of milk secretion remains largely unknown. In the present study, we found an important participant (TDP-43) required for milk fat droplet secretion in the lactating mammary gland, which contributed to lipid secretion by regulating *Btn1a1* and *Xdh* mRNA stability. In addition, *Tardbp* KO resulted in a reduction in *Btn1a1* and *Xdh* mRNA stability and induction of lipid secretion failure in the mammary epithelium (Fig. 8d). These results highlight the the critical role of TDP-43 in milk lipid secretion, thus enhancing our understanding of milk secretion.

Positive selection is a considerable evolutionary force behind the divergence of species^50,51^, and genome-wide scans for positive selection of protein-coding genes are valuable tools for gaining insight into the genomic mechanisms of traits^52–54^. In the present study, we performed phylogenomic analysis of positive selection in 15 vertebrate genomes to identify candidate genes for milk lipid secretion. Our results revealed that *TARDBP* and *SRSF9* underwent significant positive selection. Furthermore, functional assays showed that the RBP TDP-43, but not SRSF9 (Supplementary Fig. 4A, B), regulated *Btn1a1* and *Xdh* expression and the process of milk lipid secretion.

The expression of BTN is vital for successful milk secretion, with previous studies on genetically engineered mice indicting that *Btn1a1* expression is essential for milk lipid secretion^13^. Furthermore, using mammary-specific XOR KO mice, Monks et al.^19^ found that XOR modulates milk lipid secretion and lactation initiation, but deletion of *Xdh* in mammary epithelial cells does not prevent MFG secretion. To date, however, few studies have attempted to identify upstream regulatory factors of XOR and BTN. Encoded by the *Tardbp* gene, TDP-43 is well recognized as an essential factor in amyotrophic lateral sclerosis and frontotemporal lobar degeneration^55,56^. Previous studies have shown that TDP-43 is involved in the progression of breast and other cancers^29,57,58^. In our study, TDP-43 loss resulted in large lipid droplets, consistent with the phenotypes observed in *Btn1a1*^−/−^ mice^13^. TDP-43 positively regulated *Btn1a1* and *Xdh* expression by stabilizing their mRNA levels. Our findings emphasize the RBP TDP-43 as an important post-transcriptional regulator in the lactation process.

In the present study, many pups from *Tardbp* KO mothers died within the first 2 days of lactation (Fig. 1b, c), similar to the findings in *Btn1a1* KO mice^13^. This may be due to large lipid droplets accumulating in the mammary gland, resulting in glandular ducts becoming full of fat and pups being unable to obtain milk in the first 2 days. Once milk began to flow, the pup survival rate stabilized until L15. Thereafter, there was a noticeable drop in survival, especially when we adjusted the number of pups in each litter to seven at L2. These results suggest that accumulation of lipids within the mammary epithelium impaired milk secretion in *Tardbp* KO mice, and thus mothers could only maintain a certain number of pups (litter size) during late lactation.

Previous research has demonstrated that global heterozygous KO of *Xdh* results in premature involution during lactation^17^. However, in a mammary-specific XOR KO model, homozygous deletion of *Xdh* in the mammary epithelial cells results in only a modest lactation defect^19^. This discrepancy may result from the different KO models: the former study applied heterozygous deletion of XOR in the whole body, whereas the latter knocked out XOR specifically in mammary epithelial cells. These studies suggest that deletion of XOR in the mammary epithelial cells alone may not result in premature involution. In the present study, both the pre-involution phenotype and down-regulation of XOR expression were observed in conditional TDP-43 KO mice; however, we cannot conclude that pre-involution of the *Tardbp* KO mammary gland was only mediated by regulation of *Xdh* expression. It is, therefore, possible that another mechanism also contributed to this phenotype.

Of note, TDP-43 is also involved in systemic lipid homeostasis. For example, in liver tissue, TDP-43 interacts with LncLSTR to regulate *Cyp8b1* expression, thereby altering bile acid composition and plasma triglyceride clearance in mice^59^. Mammary glands are highly dynamic tissues and the nutritional organ for fat metabolism, especially during lactation; however, whether TDP-43 exerts an effect on lipid metabolism in mammary gland development is unknown. In the present study, we found that loss of TDP-43 in the mammary gland led to lipid accumulation in MECs, which induced milk lipid secretion failure and poor newborn survival. These results suggest that TDP-43 may play a more wide-ranging role in the regulation of lipid homeostasis in biology than previously expected.

From our RNA-seq data, many genes involved in lipid synthesis were significantly decreased in *Tardbp*^−/−^ MECs at lactation onset (L1), but not at the pregnancy stage (P17.5) (Supplementary Fig. 8D, E). This may be due to feedback by obstacles to lipid secretion. 

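The study's primers cover 22 lipid synthesis genes, of which 13 had every library labelled *Tardbp* KO below every WT library at L1. The libraries of the file are all from L1. All 22 genes had a negative log2 fold change, with a median of −1.40, also when libraries were scaled by size alone (median −1.02). Relative to the WT mean, the median was −1.23, −1.28, −1.50 and −1.20 in KO replicates 1 to 4, and 0.66, −0.86 and 0.18 in WT replicates 1 to 3. The WT libraries thus spread more widely than the libraries labelled *Tardbp* KO. Every gene of the list had an unadjusted p under 0.05 and 15 had an adjusted p under 0.01 adjusted over the list alone, but none did over all genes tested (adjusted p from 0.0578 to 0.147, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of the 22 genes, 13 are also in Supplementary Table 2, whose genes were chosen on these libraries, so the counts over the list and the tests of the set given below are not independent evidence. With the study's limits, edgeR's exact test called 14 of the 22 and DESeq2 also called 14. As a set the genes had an adjusted p of 1.55e-15 in camera and 0.0458 in fry, and 0.237 in camera with an estimated correlation (Benjamini-Hochberg adjusted). Within lane 4 the median was −0.54, where WT replicate 2 is the WT library nearest to the others.

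*Acly* (ENSMUSG00000020917, chromosome 11, 100337667 to 100389314), which makes acetyl-CoA in the cytosol, had 2168 ± 1058 CPM (SD, n = 3) in WT libraries and 406 ± 96.1 CPM (SD, n = 4) in the others, a log2 fold change of −2.42 (standard error 0.370, adjusted p = 0.0578 in edgeR's test). *Olah* (ENSMUSG00000026645, chromosome 2, 3259254 to 3283863), which ends fatty acid chains at medium length in the gland, fell by 2.52 on the log2 scale (standard error 0.441, adjusted p = 0.0678), from 700 ± 311 CPM (SD, n = 3) to 122 ± 58.4 CPM (SD, n = 4). *Fasn* fell by 1.65 (standard error 0.563, adjusted p = 0.147), with groups that overlapped because WT replicate 2 had 1230 CPM, below KO replicates 1, 2 and 3. The 10 genes of Supplementary Fig. 8D had a median of −1.96, and the exact test called 7 of them.

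**Figure D4:**
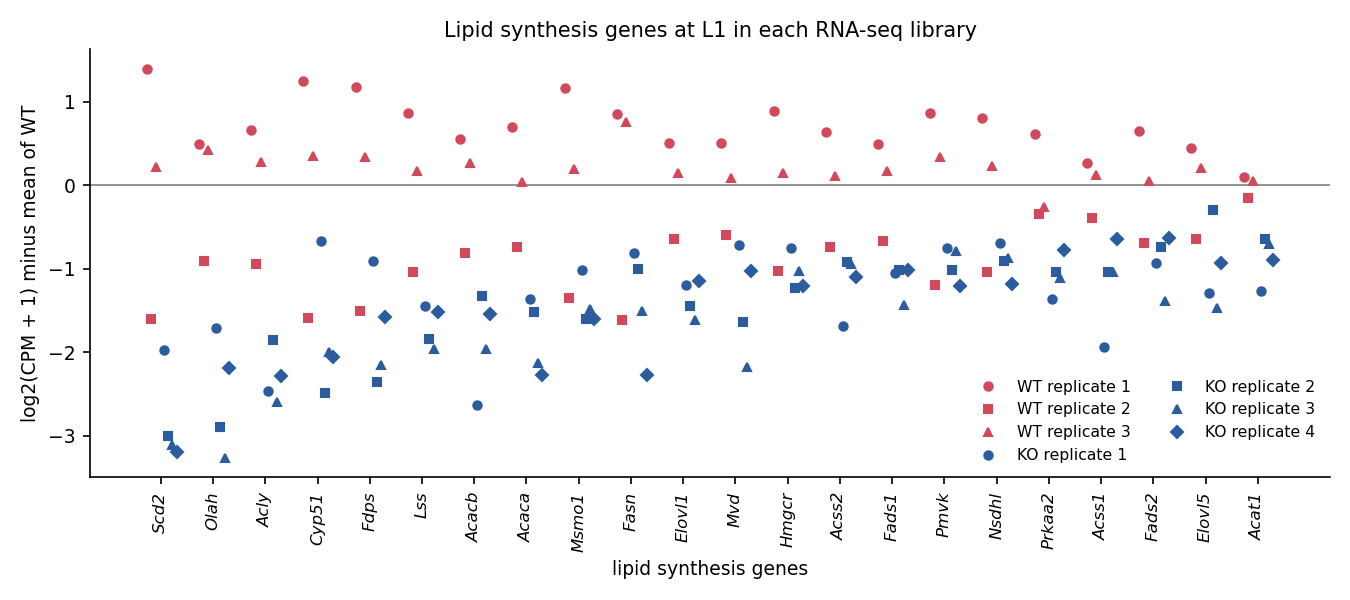
Level of each of the 22 lipid synthesis genes in every library at L1, as log2 of CPM + 1 minus the mean of the 3 WT libraries, with WT replicates in red and libraries labelled *Tardbp* KO in blue. The median over the genes is −0.86 in WT replicate 2 and between −1.50 and −1.20 in the 4 libraries labelled *Tardbp* KO.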

The transient accumulation of higher levels of lipids in the cytoplasm (Fig. 2c) produced a negative feedback for lipid synthesis, and thus reduced lipid synthesis-related gene levels at the onset of lactation. During the pregnancy stage, although *Tardbp* was knocked out by WAP-Cre, lipid secretion had not yet been activated, and thus did not produce a negative feedback for lipid synthesis genes.

In summary, we found that KO of RBP TDP-43 induced severely insufficient lipid secretion and eventually lactation failure in the female mammary gland. Mechanistically, we identified *Btn1a1* and *Xdh* as post-transcriptional downstream genes of TDP-43, which affected their mRNA stability. Our clinical data demonstrated that low TDP-43 expression may be associated with insufficient milk secretion. Furthermore, our results emphasized the important roles of TDP-43 in the post-transcriptional regulation of milk secretion, providing a potential strategy for screening clinical lactation insufficiency.

## Methods

### Evolutionary analysis

A total of 15 vertebrate species were used for evolutionary analysis, including eight mammals (*Homo sapiens*, *Mus musculus*, *Canis lupus familiaris*, *Bos taurus*, *Dasypus novemcinctus*, *Loxodonta africana*, *Monodelphis domestica*, and *Ornithorhynchus anatinus*), covering most mammalian taxonomic groups and used as foreground branches, and four birds (*Gallus gallus*, *Meleagris gallopavo*, *Ficedula albicollis*, and *Taeniopygia guttata*), two reptiles (*Pelodiscus sinensis* and *Anolis carolinensis*), and one fish (*Latimeria chalumnae*) used as background branches. The topology of the 15 species from the Ensembl (http://asia.ensembl.org/index.html) species tree was used as an input tree in the PAML test^60^. A list of 80 human RBP genes^28^ were used for evolutionary analysis to estimate the synonymous and nonsynonymous rates (d*N*/d*S*) and inference of positive selection by LRTs in the most recent common ancestor of mammals. After selecting one-to-one orthologous genes of human RBPs among the 15 species and the longest transcript of each in Ensembl, we removed the OGs, which contained less than nine orthologous genes, and which had no orthologous gene to the outgroup (*Latimeria chalumnae*). We used Prank^61^ for multiple alignment of coding sequences (CDSs) and Gblock^62^ to identify conserved codons with parameters of −*t* = *c*. The OGs with conserved alignment sequences <200 nt were removed. The d*N*/d*S* ratios (*ω*) of the mammalian lineage for each gene were estimated by the branch-site model in PAML^60^. The log likelihoods of the positive detection model (lnL1: model A alternative hypothesis) and the corresponding null model (lnL0: model A null hypothesis) were calculated on the mammalian lineage of the 60 RBPs with the following control file in PAML^60^: Null hypothesis (branch-site model A, with *ω*2 = 1 fixed) (model = 2, NSsites = 2, fix_omega = 1, omega = 1); alternative hypothesis (branch-site model A, with *ω*2 estimated) (model = 2, NSsites = 2, fix_omega = 0, omega = 1). Here, 2ΔlnL is the double time of absolute lnL1 minus lnL0 and the *P* value is the right tail probability of the *χ*^2^ distribution of 2ΔlnL. The false discovery rate (FDR) was calculated^63^ for multi-correction for all orthologous genes of the RBPs. Genes with FDR <0.05 were identified as positively selected genes.

### Mice

The *Tardbp* floxed mice were generated by the gene targeting approach using the BAC targeting vector to delete of exons 2 and 3 in the *Tardbp* mRNA as previously reported^30^ and were then bred with WAP-Cre transgenic mice obtained from the Jackson Laboratory (008735). All experimental procedures and animal care and handling were performed per the protocols approved by the Ethics Committee of the Kunming Institute of Zoology, Chinese Academy of Sciences.

### Primary MEC preparation

Mammary glands were minced and then digested in DMEM/F12 containing 5% fetal bovine serum (FBS), 1% penicillin–streptomycin–glutamine, 300 U/ml collagenase I (Sigma, C0130), and 100 U/ml hyaluronidase (Sigma, H3506) for 1–2 h at 37 °C. After digestion, a single-cell suspension was obtained by sequential incubation with 0.25% trypsin-EDTA for 3 min and 5 mg/ml dispase (Sigma, D4693) containing 0.1 mg/ml DNase I (Roche, 11248932001) for 5 min at 37 °C with gentle pipetting. Finally, red blood cells were removed in 0.8% NH_4_Cl, followed by filtration through a 40-mm filter. Primary MECs were grown in DMEM/F12 medium with 10% FBS.

### Cell culture and mRNA stability analysis

HC11 cell line was from Bernd Groner lab, Ludwig Institute for Cancer Research. The HC11 cells were grown in RPMI-1640 medium with 10% FBS, 5 μg/ml gentamycin sulfate, 5 μg/ml insulin (Sigma, I5500), and 10 ng/ml epidermal growth factor (EGF, Gibco, PGH0315). For differentiation induction, confluence cells were grown for 24 h in a medium without EGF supplementation, followed by growth in DIP medium (1 μM dexamethasone, 5 μg/ml insulin, and 5 μg/ml prolactin (ProSpec, cyt-240)) for the indicated time. To examine the decay of mRNA, cells were treated with 5 μg/ml actinomycin D and then collected at different times for RNA analysis.

### RNA extraction and PCR

Total RNA was extracted using TRIzol reagent (Life Technologies) and then converted to complementary DNA using a PrimeScript™ RT Reagent Kit (TaKaRa, containing gDNA Eraser). We then performed qRT-PCR on a QuantStudio 3 instrument using a SYBR Green PCR Master Mix (Applied Biosystems). Primers used are listed in Supplementary Table 3.

### Whole-mount staining

The fourth mammary glands were excised and spread on microscope slides and fixed in 25% glacial acetic acid and 75% ethanol for 1 h. Tissues were then stained in carmine alum solution overnight at 4 °C. After staining, the slides were dehydrated through increasing ethanol concentrations, cleared in xylene, and coverslipped with Neutral Balsam (Solarbio, G8590).

### Histology and immunostaining

Mammary glands were fixed in formalin and embedded in paraffin. Tissue blocks were then sectioned at 5-μm thickness and stained with H&E. For immunostaining, sections were dehydrated with graded alcohol and boiled in 10 mM sodium citrate for antigen retrieval for 20 min. Sections were then used for immunohistochemical and immunofluorescence analyses. For immunohistochemistry, sections were incubated three times with 3% H_2_O_2_ for 5 min to inactivate endogenous peroxidases, and then blocked with 10% goat serum for 2 h and incubated with primary antibodies at 4 °C overnight. The slides were then washed three times in phosphate-buffered saline (PBS) and incubated with secondary antibodies for 1 h at room temperature and developed with 3,3′-diaminobenzidine. For immunofluorescence, sections were blocked for 2 h, and then incubated with primary antibodies for 2 h and secondary antibodies for 1 h at room temperature after direct antigen retrieval. The slides were counterstained with 4′,6-diamidino-2-phenylindole dihydrochloride (Vectashield, H-1200, Vector Laboratories). The primary antibodies used in immunostaining were TDP-43 (1:500) (Abcam, ab109535), K14 (1:1000) (Abcam, ab7800), K18 (1:1000) (Abcam, ab668), PLIN2 (1:1000) (Progen, GP40), milk antibody (1:500)(Nordic Immunology, 5941), Ki67 (1:1000) (Abcam, ab15580), and WGA (1:1000) (Life Technologies, 11261). The secondary antibodies used in immunostaining were fluorescein-labeled anti-rabbit (1:1000) (KPL, 02-15-06), fluorescein-labeled anti-mouse (1:1000) (KPL, 02-18-06), cy3 goat anti-mouse (1:2000) (Life Technologies, A10521), cy3 goat anti-rabbit (1:2000) (Life Technologies, A10520), and TRITC (tetramethylrhodamine isothiocyanate) rabbit anti-guinea pig (1:2000) (Life Technologies, A18888).

### Plasmid construction, knockdown, and overexpression

For knockdown, small interfering RNAs (siRNAs) were purchased from RiboBio and shRNAs were cloned into the pLKO.1 vector. The siRNA or shRNA sequences are listed in Supplementary Table 3. For overexpression, FL and mutant mouse TDP-43 with Flag tags were cloned into pTRIPZ-inducible lentiviral expression vector, which can induce overexpression under 2 μg/ml doxycycline (Sigma, D9891). Sequencing verified all plasmid constructs to exclude mutations. These vectors were co-transfected with psPAX2 and pMD2.G (4:3:1) into 293 T cells to produce lentiviral particles, which were then transfected into HC11 cells. After 72–96 h, the cells were collected for further analysis or experiments. We used sh-GFP (Addgene #30323) and sh-TRC (Addgene #10879) as the shRNA controls and pTRIPZ-Flag-empty vector as the overexpression control. For RNA pull-down assays, fragments of *Btn1a1* and *Xdh* were cloned into pcDNA3.1 under the T7 promoter. To generate the GFP reporter vector (pcDNA/GFP), the GFP fragment was cloned into pcDNA3.1(−) at the *Bam*HI and *Eco*RI sites. The pcDNA/GFP-Btn1a1-UTR construct was then created by inserting the Btn1a1 3′-UTR sequence (corresponding to NM_013483.3 from 2781 to 3398 nt) into the pcDNA/GFP vector at the *Eco*RV and *Sac*II sites. All primers used in this study are listed in Supplementary Table 3.

### Western blot analysis

Protein lysates were electrophoresed by sodium dodecyl sulfate (SDS)-polyacrylamide gel electrophoresis and transferred to polyvinylidene difluoride membranes. Blots were incubated in 5% nonfat dry milk for 1 h and primary antibodies at 4 °C overnight, and then incubated with horseradish peroxidase (HRP)-linked secondary antibodies (Sigma) for 1 h at room temperature. Protein expression was detected using a chemiluminescent HRP substrate (Millipore). The antibodies used for immunoblotting were: Flag (1:2000) (CST, #14793), α-tubulin (1:5000) (Sigma, T5168), GAPDH (1:2000) (Santa Cruz, sc-25778), TDP-43 (1:2000) (Abcam, ab109535), XOR (1:2000) (Abcam, ab109235), and BTN (1:1000) (Acris, AP09532SU-N). Source data are provided as a Source Data file.

### RNA pull-down

The mRNA fragments of *Btn1a1* and *Xdh* were synthesized in vitro using a HiScribe T7 High Yield RNA Synthesis Kit (NEB, E2040S). These RNAs were attached to a single biotinylated nucleotide at the 3′ terminus of the RNA strand using a Pierce RNA 3′ End Desthiobiotinylation Kit (Thermo, 20163). An RNA Pull-Down Kit (Thermo, 20164) was then used to detect the interaction between the TDP-43 protein and each fragment. Briefly, biotin-labeled RNAs were incubated with HC11 cellular extract for 1 h at 4 °C. The RNA–protein complexes were then washed three times with wash buffer, followed by protein elution and western blot analysis.

### RNA immunoprecipitation

The RIP Kit (Millipore Cat. #17-701) was used for RNA immunoprecipitation assay according to the manufacturer’s instructions. The MECs or differentiated HC11 cells were collected and lysed in RIP lysis buffer. The cell lysate was then immunoprecipitated with TDP-43 (1:10) (Proteintech, 10782-2-AP), Flag (1:50)(CST, #14793) (CST, #14793), or IgG (5 μg, Millipore, CS200621), and protein A/G magnetic beads for 6–8 h at 4 °C. The beads were washed with RIP buffer, followed by RNA purification and qRT-PCR analysis.

### Mouse milk collection and analysis

Female mice were separated from their pups for 3–5 h at L2 or L10, anesthetized with xylazine at a dose of 10 mg/kg, and injected intraperitoneally with 10 or 0.2 U of oxytocin (Sigma) to induce milk let-down, as suggested by Wang et al.^14^ and Boxer et al.^64^. After 10 min, milk was collected from the mammary glands. Milk collection was performed according to previously reported methods^65^, with minor modification. One researcher held the anesthetized mouse while manually expressing the milk, and another researcher collected the milk using a P-200 Pipetman into a 1.5-ml tube. Each milk drop was transferred into the tube, which was then covered immediately to minimize liquid loss. Total time required to milk an animal was not longer than 40 min. All teats were milked in order starting with the right upper pelvic and going clockwise to the right upper axillary gland. After collection, the mice were dissected to observe whether all milk was completely collected, as assessed by eye and immunofluorescence staining using milk antibody. If milked incompletely, a large amount of milk could be seen within the mammary gland. Mice that retained milk within the mammary gland were excluded from further analysis. For milk protein analysis, protein concentration was determined using a Pierce BCA Protein Assay Kit (Thermo, 23228), with milk proteins separated on a 15% SDS-polyacrylamide gel and stained with Coomassie Brilliant Blue.

### TAG quantification and gas chromatography analysis

The TAG content in intracellular MECs was determined using a Triglyceride Assay Kit (Applygen Technologies, E1013) according to the manufacturer’s protocols. The TAG levels of each sample were normalized to the protein concentration measured by a BCA Protein Assay Kit. The fatty acid composition of milk was analyzed following published protocols^66^, with minor modification. In brief, 20 μl of milk was added to 1 ml of MeOH (containing 2.5% H_2_SO_4_), then capped tightly, and heated for 60 min at 70 °C. The reaction mixture was then added to 0.2 ml of hexane and 1.5 ml of water and shaken vigorously. The solution was then centrifuged at 2500 × *g* for 1 min at room temperature. The super phase containing fatty acid methyl esters (FAMEs) was removed into another tube, with 2 μl of FAMEs then injected for gas chromatography (Agilent 7890) analysis.

### Electron microscopy

Procedures for electron microscopy were performed according to previous protocols^17^, with minor modification. The fourth mammary glands were removed from WT and *Tardbp*^−/−^ mice and fixed in 2% glutaraldehyde and 1% paraformaldehyde in PBS. The samples were then post-fixed with 1% OsO_4_ for 2 h at 4 °C, followed by serial ethanol dehydration and embedding in Epon 812 resin. Serial sections of uniform thicknesses (60 nm) were made using a Leica EM UC7 ultramicrotome. Ultrathin sections were then loaded onto 100-mesh Cu grids and double-stained with 2% uranyl acetate and lead citrate before observations employing a JEM 1400 Plus transmission electron microscope at 120 kV.

### RNA-seq analysis

Raw sequence data were processed through standard Illumina pipelines for base-calling and fastq file generation. Paired-end reads were mapped to the mouse genome primary assembly (NCBIM37) and the Ensembl mouse gene annotation for NCBIM37 genebuild was used to improve mapping accuracy with STAR v2.4.2a^67^. FeatureCounts v1.4.6-p5^68^ was used to assign sequence reads to genes. Mitochondrial genes, ribosomal genes, and genes possessing less than five raw reads in half the samples were removed. Differential expression analysis was performed with the Bioconductor edgeR package v1.6^69^. Significant genes were determined by an adjusted *P* value of <0.01 based on Benjamini–Hochberg multiple testing correction and log-2-transformed fold change of >1 or <−1.

### Human milk sample analysis

Fresh milk was obtained on days 3–5 postpartum from 60 healthy women who gave birth to full-term infants, and who exhibited similar time span of pregnancy and time of gestation. Written informed consent was obtained from all participants. In the early morning period, the donor manually pumped 3–5 ml of breast milk into a sterile, RNase-free collection tube, which was immediately placed on ice. Subsequent procedures of MFG isolation were finished within 3 h, with samples then transferred to a −80 °C freezer. We employed the RNA sampling method proposed by Maningat et al.^11^. Milk was mixed well before centrifugation at 1000 × *g* for 10 min at 4 °C. The lipid fraction containing MFGs in the upper phase was transferred to another 2-ml RNase-free tube. The MFGs were washed with cold PBS, and then 1.5 ml of TRIzol lysis reagent was added to the lipid fraction for RNA extraction according to the manufacturer’s instructions. RNA quality was checked by 2% agarose gel electrophoresis. A questionnaire follow-up by telephone interview was performed during the 7–8-week lactation period, which confirmed that partial breastfeeding and formula-feeding mothers were driven by necessity. The Ethics Committee of the Third Affiliated Hospital of Chongqing Medical University approved the project.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

The RNA-seq data were deposited in the NCBI GEO database under ID code: GSE116456. The data that support our findings in this study are available from the corresponding author on reasonable request. The source data underlying Figs. 1b–f, 2a–d, 3b, 4b–f, 5b–e, g, h, j, 6a–d, 8a–c and Supplementary Figs. 4A, B, D, F, 5C–E, G–J, 6E, F, 7A–E, 8A, D, E, 10A–C, E, F, 11A–E, 12A, C–E are provided as a Source Data file.

## Source data

Source Data

# Supplementary material for: TDP-43 facilitates milk lipid secretion by post-transcriptional regulation of Btn1a1 and Xdh
**Source:** Nat Commun. 2020 Jan 17;11:341. doi: 10.1038/s41467-019-14183-1
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary Information**

TDP-43 facilitates milk lipid secretion by post-transcriptional regulation of *Btn1a1* and *Xdh*

Zhao et al.,

Supplementary Figure 1-12

Supplementary Table 1-3

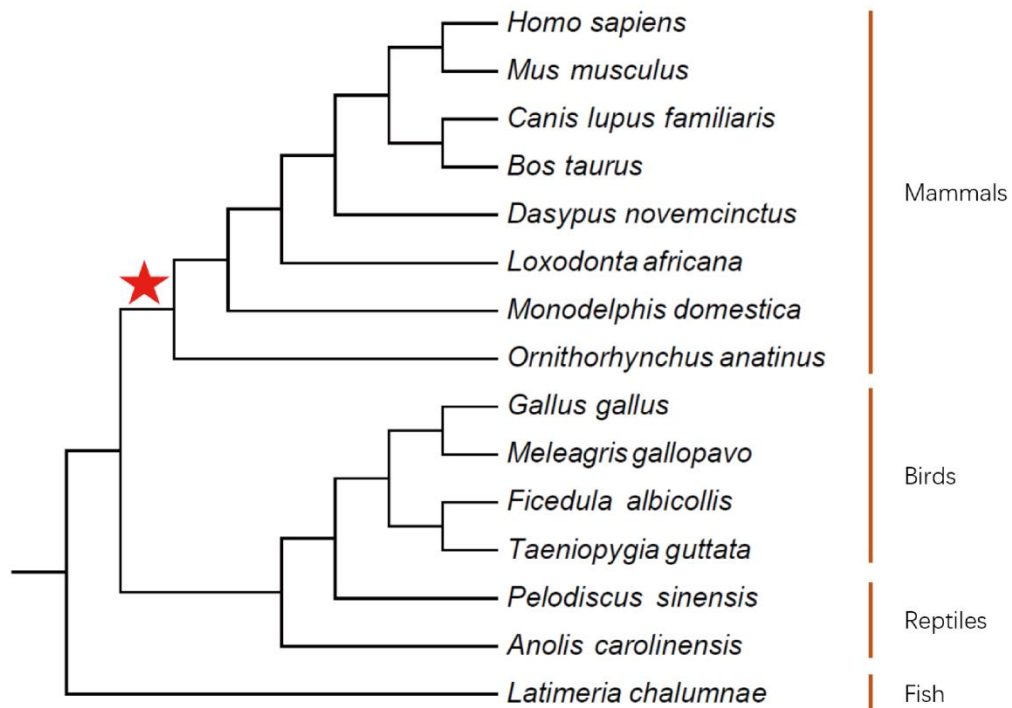

**Supplementary Fig.1. Topology of 15 species used to estimate dN/dS and LRTs**

Red star marks the branch of the most recent common ancestor of mammals.

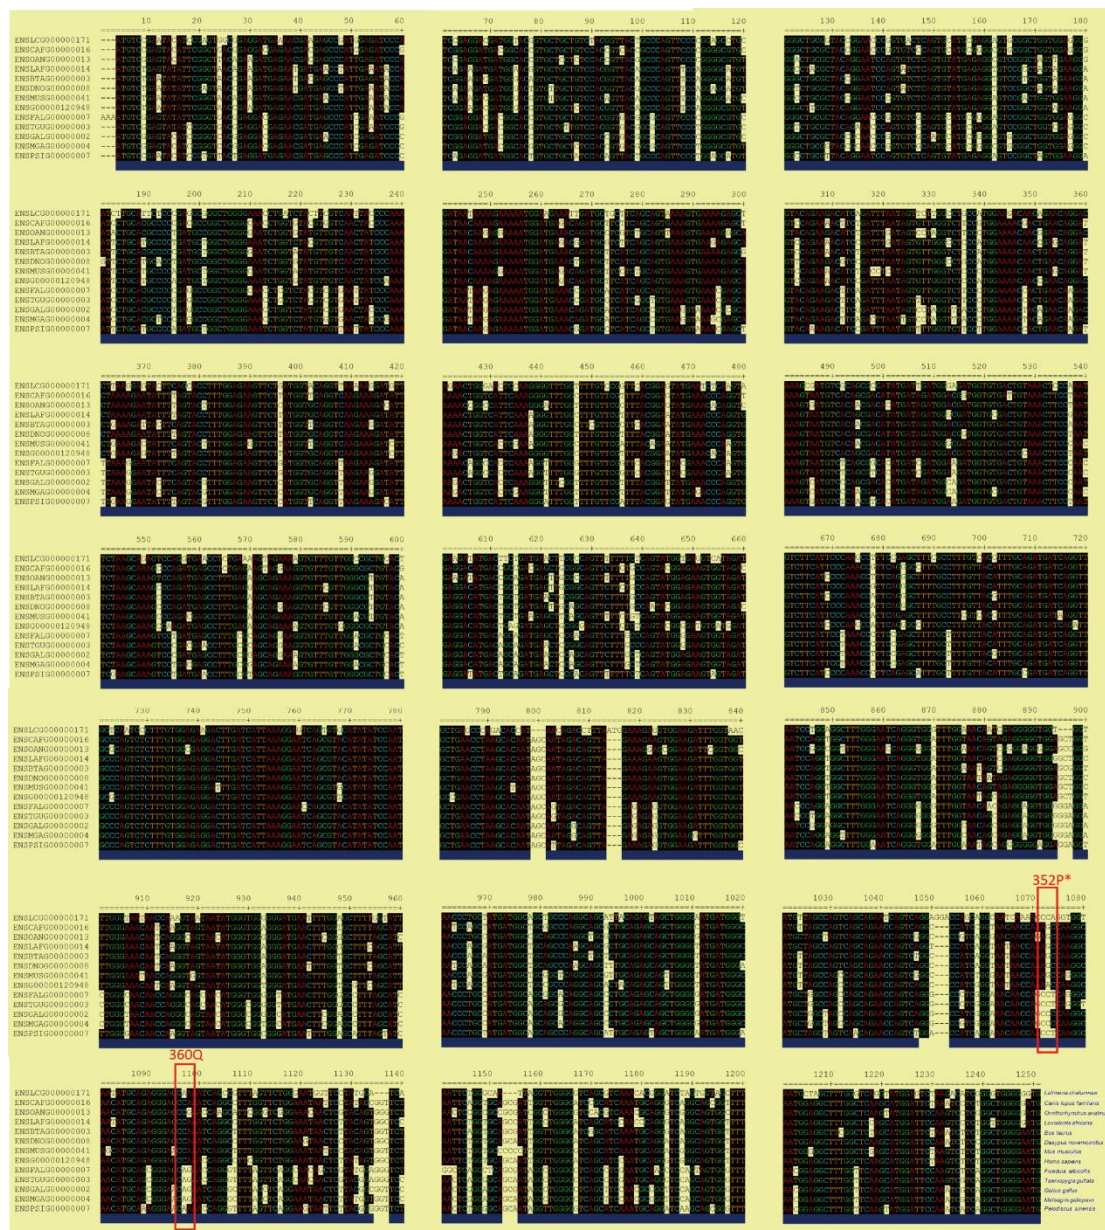

**Supplementary Fig. 2. Multiple alignments and conserved codons of *TARDBP***

Multiple alignments contained a total of 1 251 nt. Conserved codons (1 227 nt) used to estimate dN/dS and LRTs are underlined in blue. Red rectangles indicate the positive selected sites. The numbers and letters above the red rectangles show the position and the type of positive selected amino acid residues (Table 1). \* presents 5% significant level.

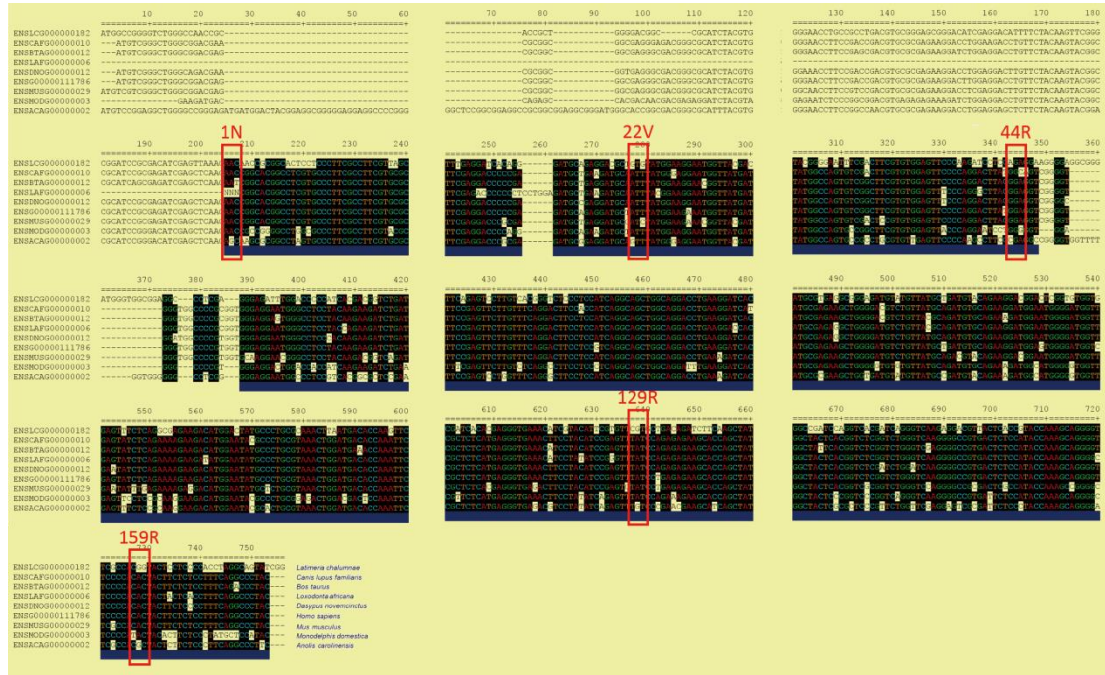

**Supplementary Fig. 3. Multiple alignments and conserved codons of *SRSF9***

Multiple alignments contained a total of 756 nt. Conserved codons (504 nt) used to estimate dN/dS and LRTs are underlined in blue. Red rectangles indicate the positive selected sites. The numbers and letters above the red rectangles show the position and the type of positive selected amino acid residues (Table 1).

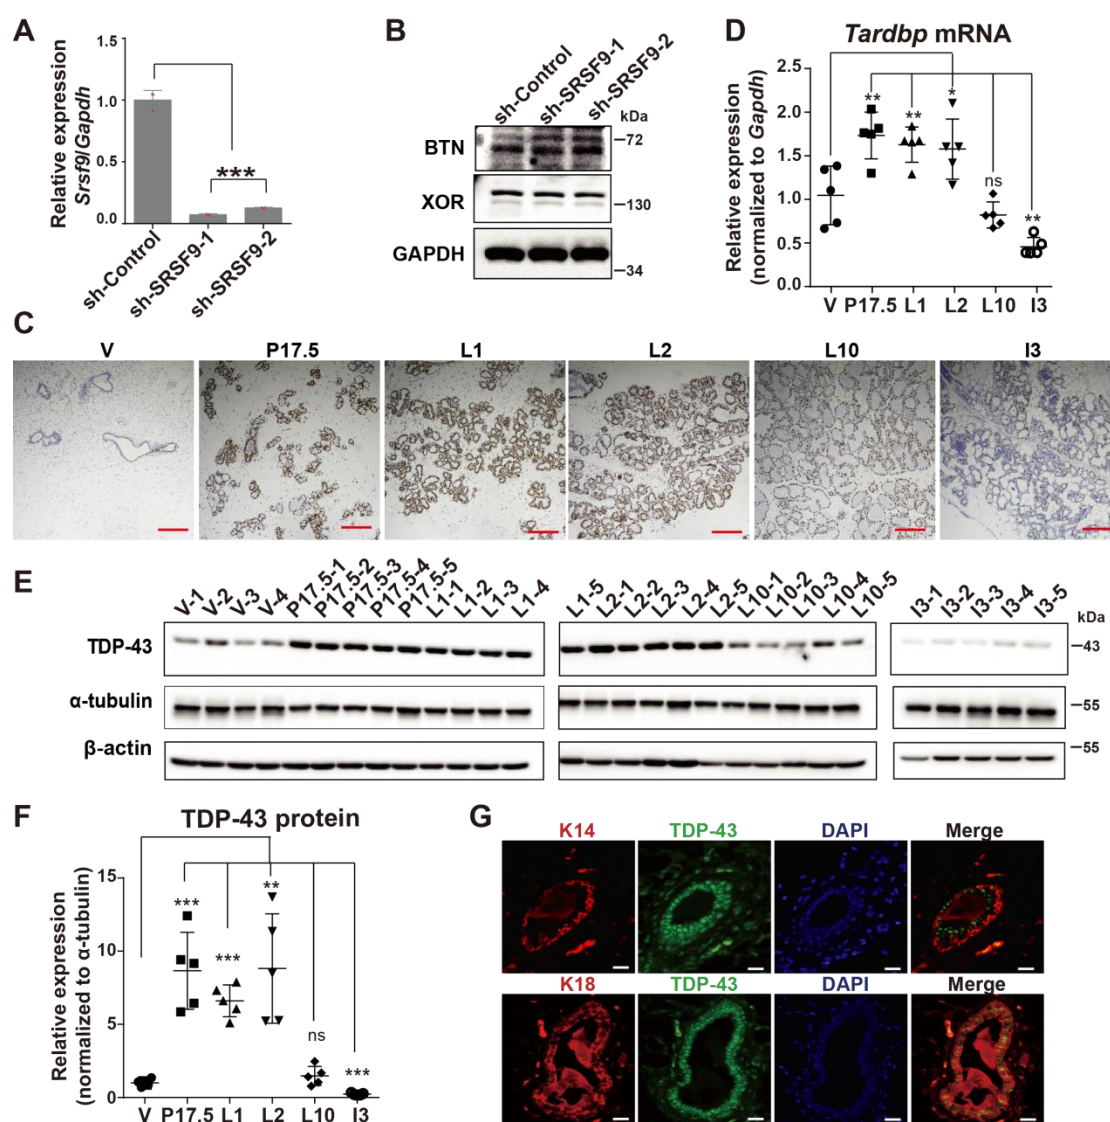

**Supplementary Fig. 4. TDP-43 expression during mammary gland development**

(A-B) Relative mRNA expression (A) and protein levels (B) of indicated genes upon sh-SRSF9 knockdown. Data were shown as the means  $\pm$  SD of three independent experiments (A). (C) Immunohistochemical (IHC) staining of TDP-43 in mammary glands of C57BL/6 female mice at indicated developmental stages. Representative images (10 $\times$  objective magnification) from four mice are shown for each stage. Scale bar: 200  $\mu$ m. (D) *Tardbp* mRNA levels at indicated developmental stages from five mice in each group. (E and F) Western blot (E) and relative quantification (F) for TDP-43 protein levels at indicated developmental stages (four or five replicates for

each stage). Same amount of protein (40  $\mu\text{g}/\text{lane}$ ) was loaded in each Western blot lane. (G) Immunofluorescence staining of mammary glands for TDP-43 (green), K14 (red, upper), and K18 (red, bottom) in virgin mice (8 weeks). V, virgin; P17.5, pregnancy day 17.5; L1, lactation day 1; L2, lactation day 2; L10, lactation day 10; I3, involution day 3. Scale bar: 20  $\mu\text{m}$ . Data are means  $\pm$  SD. Unpaired  $t$ -test was used to evaluate statistical significance. \*  $P < 0.05$ , \*\*  $P < 0.01$ , \*\*\*  $P < 0.001$ . ns, not significant. Source data are provided as a Source Data file.

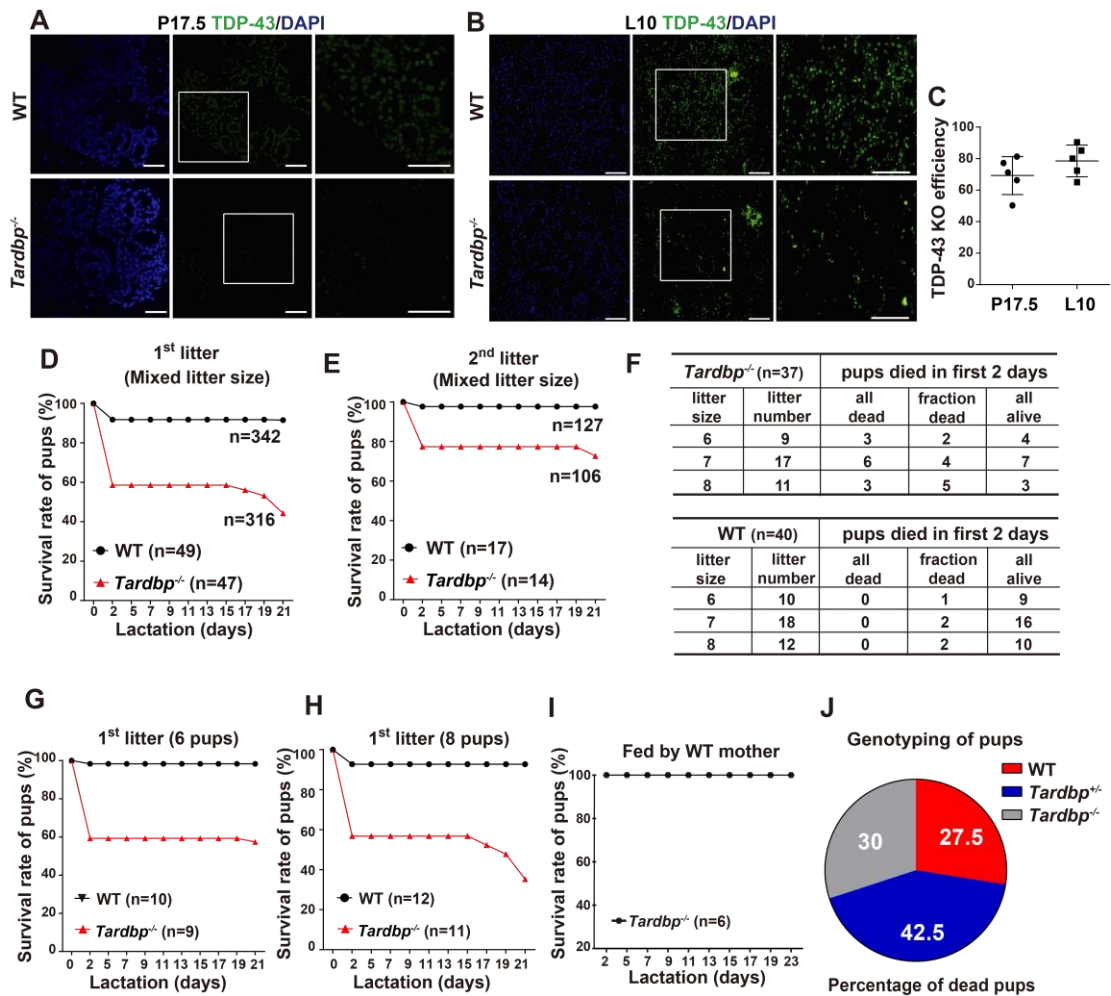

**Supplementary Fig. 5. Conditional knockout of *Tardbp* in mammary glands**

(A and B) Immunofluorescence staining to verify knockout efficiency of *Tardbp*<sup>-/-</sup> mice at pregnancy day 17.5 (P17.5) (A, scale bar: 50 μm) and lactation day 10 (L10) (B, scale bar: 200 μm), and statistical analysis of knockout efficiency (C). The results were from n=5 biologically independent sample. Data are means ± SD. (D and E) Overall pup survival rates in different litter sizes in first (D) and second (E) lactation. (F) Statistics on litter pup deaths (all litters or a fraction of each litter) from wild-type (WT) or *Tardbp*<sup>-/-</sup> female mice during first 2 d. (G and H) Pup survival rates from wild-type (WT) or *Tardbp*<sup>-/-</sup> female mice in first lactation, with six (G) or eight pups (H) per litter. (I) Pup survival rate from *Tardbp*<sup>-/-</sup> mice nursed by wild-type (WT) mice at L2. (J) Percentage of dead pups with various genotypes. Source data are provided as a Source Data file.

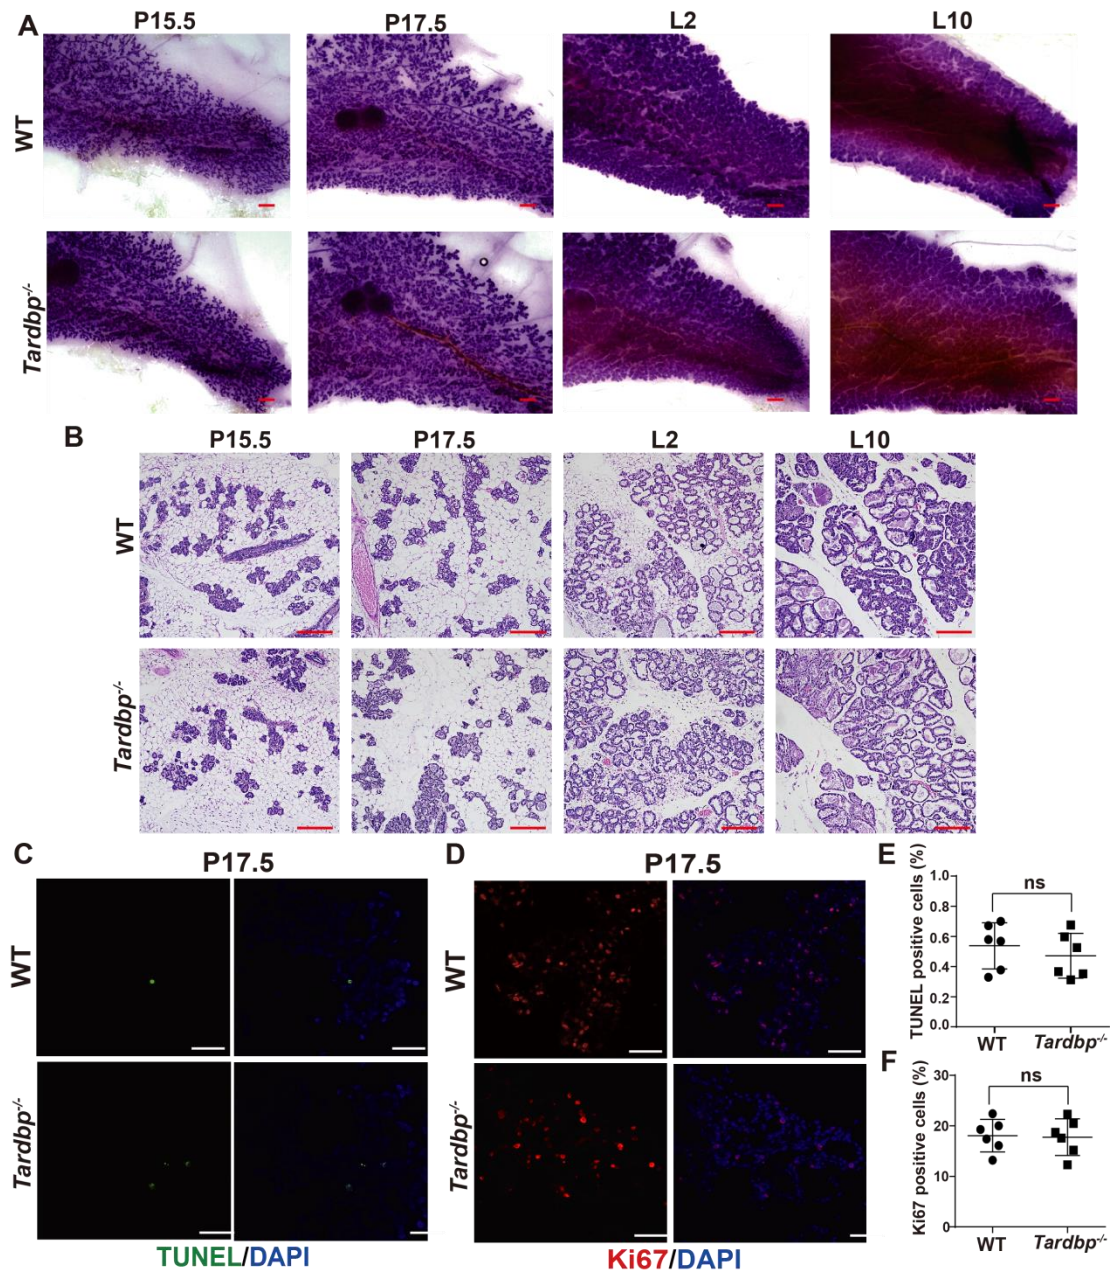

**Supplementary Fig. 6. TDP-43 KO displays normal lobuloalveolar development**

(A) Whole-mount carmine staining of mammary glands at pregnancy day 15.5 (P15.5), P17.5, lactation day 2 (L2), and L10. Scale bar: 1 mm. (B) Hematoxylin and eosin staining of mammary glands at pregnancy day 15.5 (P15.5), P17.5, lactation day 2 (L2), and L10. Scale bar: 200  $\mu$ m. (C-F) TUNEL assay (C and E) and Ki67 staining (D and F) showing cell apoptosis and proliferation in mammary glands at P17.5 (n = 6 for each genotype). Scale bar: 50  $\mu$ m. The results were from n=6 biologically

independent sample. Data are means  $\pm$  SD. Unpaired *t*-test was used to evaluate statistical significance. ns, not significant. Source data are provided as a Source Data file.

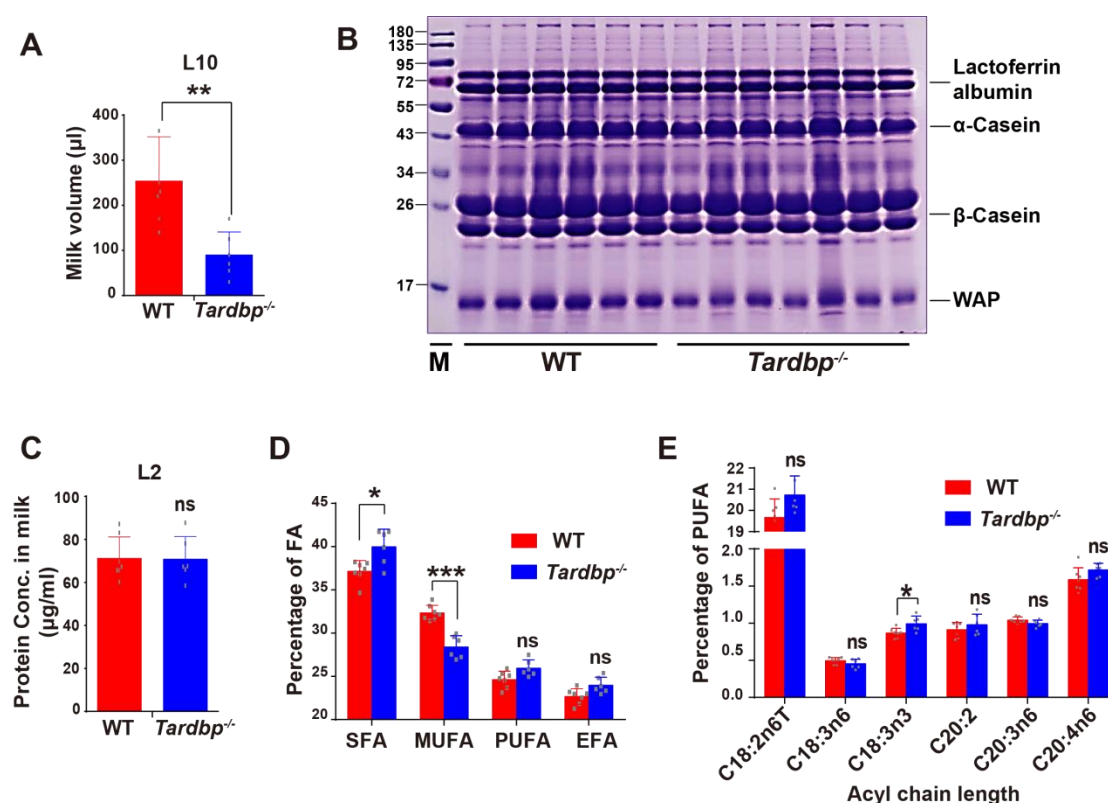

### Supplementary Fig. 7. Loss of TDP-43 does not change milk protein composition

(A) Analysis of milk volume from mammary glands of wild-type (WT) and *Tardbp*<sup>-/-</sup> (KO) female mice following 0.2 units of oxytocin stimulation at lactation day 10 (L10). WT, n = 7 mice; KO, n = 6 mice. (B) Milk proteins at L2 were separated on a 15% SDS-polyacrylamide gel and stained with Coomassie Brilliant Blue. Molecular weight markers are indicated on left. (C) Concentrations of total milk protein analyzed on L2 between indicated genotypes. WT, n = 7 mice; KO, n = 6 mice. (D)

and E) Total lipids extracted from milk and quantified by gas-chromatography. FA, fatty acids; SFA, saturated fatty acids; MUFA, monounsaturated fatty acids; PUFA, polyunsaturated fatty; EFA, essential fatty acid. WT, n = 7 mice; KO, n = 6 mice. Data are means  $\pm$  SD. Unpaired *t*-test was used to evaluate statistical significance. \* *P* < 0.05, \*\* *P* < 0.01, \*\*\* *P* < 0.001. ns, not significant. Source data are provided as a Source Data file.

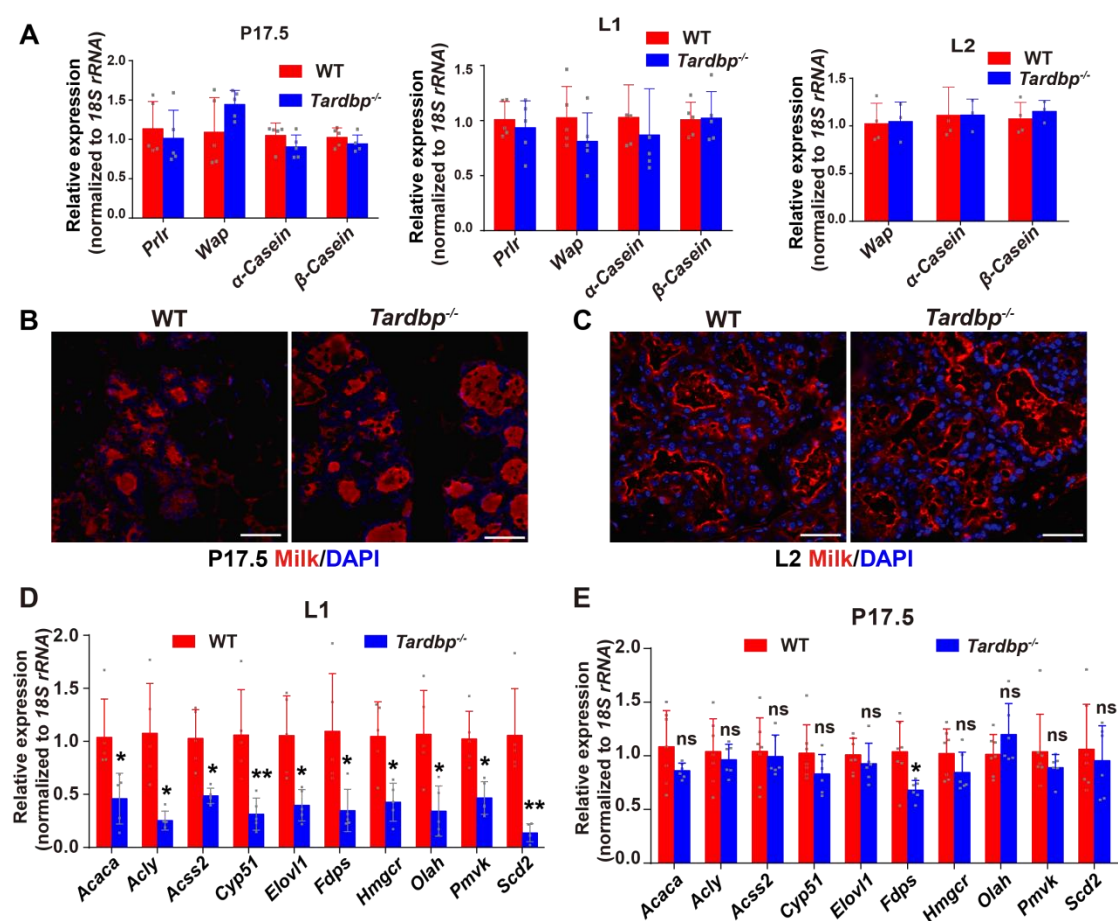

**Supplementary Fig. 8. Several milk-related genes are unaffected by *Tardbp* loss**

(A) Expression of milk-protein related genes analyzed by qRT-PCR between genotypes at pregnancy day 17.5 (P17.5, left, n = 5 for each genotype), lactation day 1

(L1, middle, n = 5 for each genotype), and L2 (right, WT, n = 4 mice; KO, n = 3 mice). (B and C) Immunofluorescence staining of milk proteins with milk antibodies (red) and DAPI (blue) to stain nuclei at P17.5 (B) and L2 (C). Scale bar: 50  $\mu$ m. (D and E) Expression of genes involved in lipid synthesis analyzed by qRT-PCR between genotypes at L1 (D) (n = 5 for each genotype) and P17.5 (E) (WT, n = 7 mice; KO, n = 6 mice). Data are means  $\pm$  SD. Unpaired *t*-test was used to evaluate statistical significance. \* *P* < 0.05. ns, not significant. Source data are provided as a Source Data file.

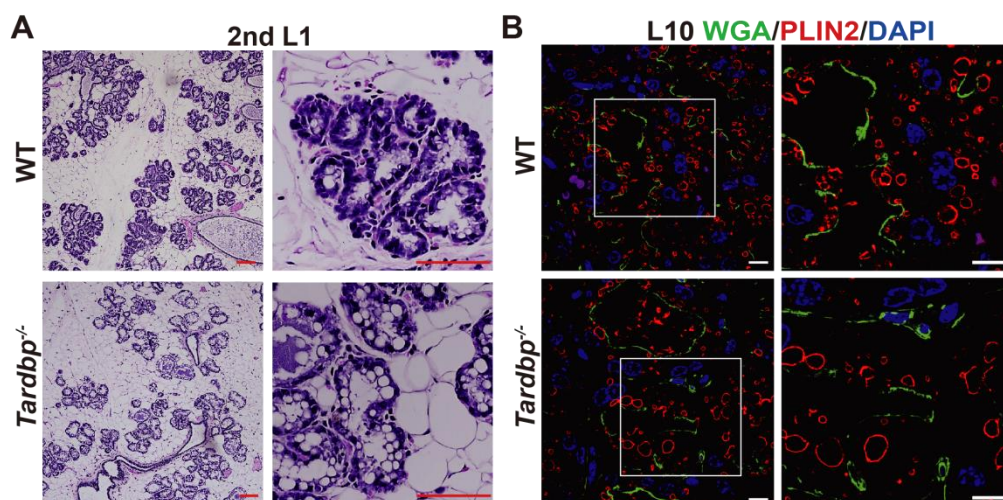

**Supplementary Fig. 9. Lipid droplets accumulate in TDP-43 KO alveolar**

(A) Hematoxylin and eosin staining of mammary glands at lactation day 1 (L1) in second gestation. Scale bar: 100  $\mu$ m. (B) Sections of mammary glands collected from both wild-type (WT) and *Tardbp*<sup>-/-</sup> mice at L10 containing PLIN2 (red), WGA (green), and DAPI (blue). Magnified areas (right) are shown in white boxes (left). Scale bar: 10  $\mu$ m.

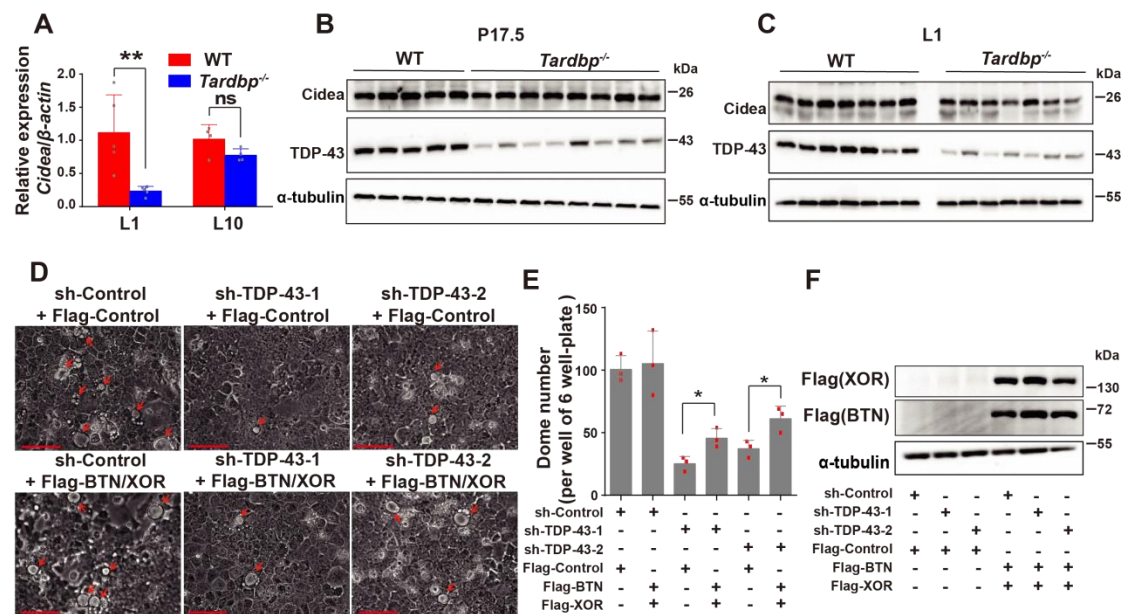

**Supplementary Fig. 10. TDP-43 regulates expression of BTN and XOR**

(A) Relative mRNA expression of *Cidea* at lactation day 1 (L1) (n = 5 for each genotype) and L10 (n = 4 for each genotype). (B and C) Western blot analysis of *Cidea* expression at pregnancy day 17.5 (P17.5) (B) and L1 (C). (D and E) Morphology (D) and statistics (E) of dome formation during *in vitro* differentiation of HC11 cells expressed with indicated vectors. Arrowhead indicates structure of dome. Data were shown as the mean  $\pm$  SD of three independent experiments. Scale bar: 100  $\mu$ m. (F) Western blot analysis of HC11 cells expressed with indicated vectors. Data are means  $\pm$  SD. Unpaired *t*-test was used to evaluate statistical significance. \* *P* < 0.05. \*\* *P* < 0.01. ns, not significant. Source data are provided as a Source Data file.

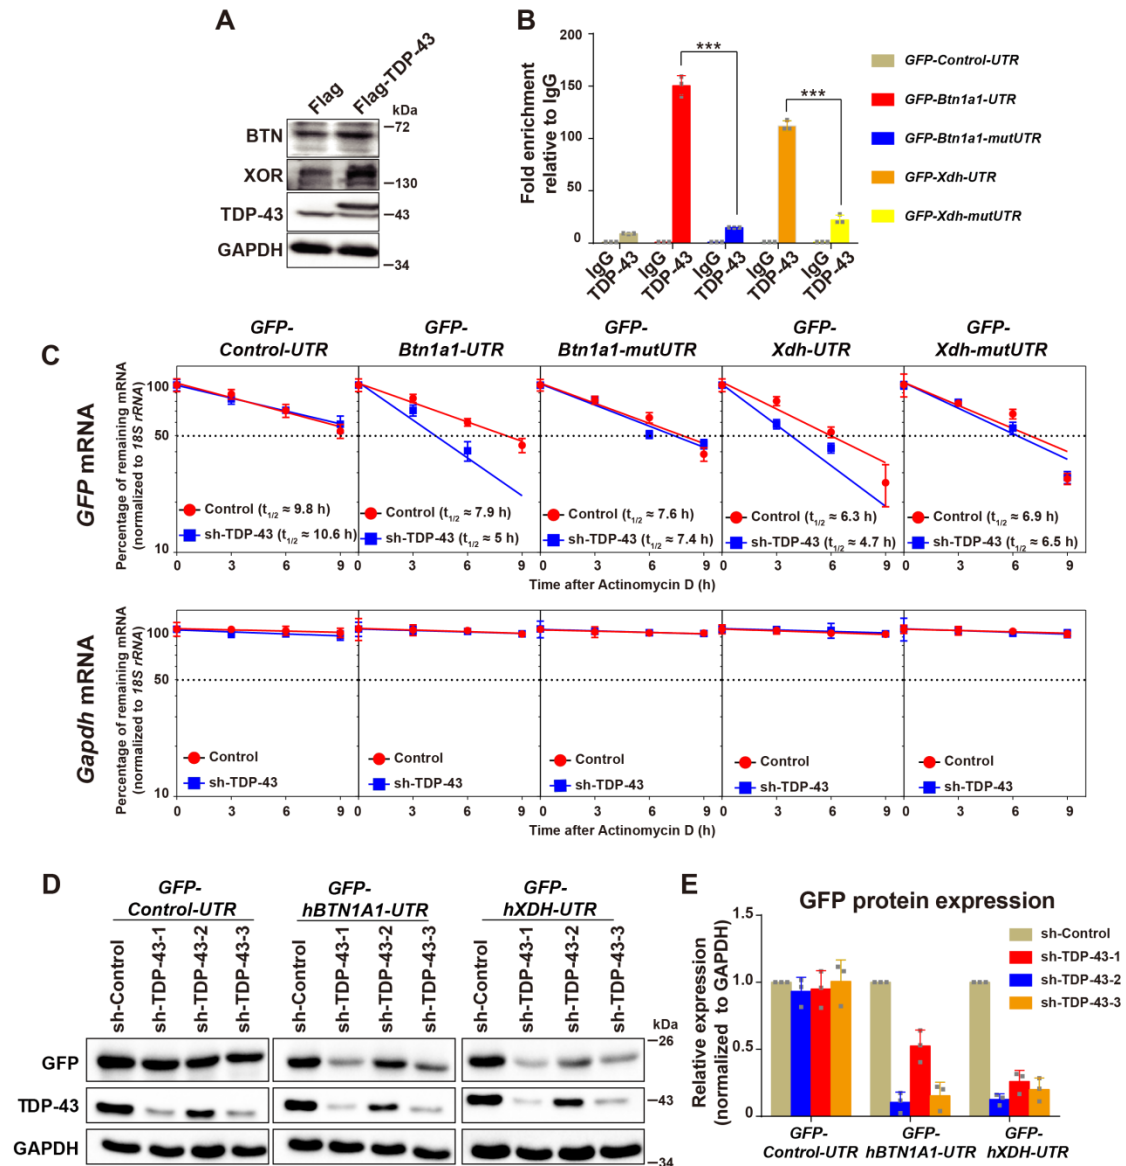

**Supplementary Fig. 11. TDP-43 regulates mRNA stability of *Btn1a1* and *Xdh***

(A) Protein levels of BTN and XOR in differentiated HC11 cell line upon TDP-43 overexpression. (B) RNA immunoprecipitation (RIP) assay for analysis of interaction between TDP-43 protein and green fluorescent protein (GFP) reporter mRNA using TDP-43 antibody. (C) *GFP* mRNA stability measured by qPCR 72 h after transfection with GFP reporter and sh-TDP-43. Data were normalized to *18S rRNA* levels in each experiment and represented as a percentage of mRNA levels measured at time 0 h (before actinomycin D addition) using a semi-logarithmic scale. Half-lives ( $t_{1/2}$ ) were

calculated as time of each mRNA to decrease to 50% of its initial abundance. (D) *GFP-hBtn1a1-UTR* and *GFP-hXdh-UTR* were generated by inserting human *Btn1a1* and *Xdh* mRNA following the GFP gene into a mammalian expression vector. GFP protein expression levels were measured by Western blotting 72 h after co-transfection with GFP reporter and sh-TDP-43. (E) Semi-quantitative analyses of the relative levels of GFP protein to sh-Control in each group, which were normalized to GAPDH protein levels. sh-TDP-43-1, sh-TDP-43-2, and sh-TDP-43-3 represent independent shRNAs used. Data were shown as the mean  $\pm$  SD of three independent experiments. Unpaired *t*-test was used to evaluate statistical significance. \*\*\*  $P < 0.001$ . Source data are provided as a Source Data file.

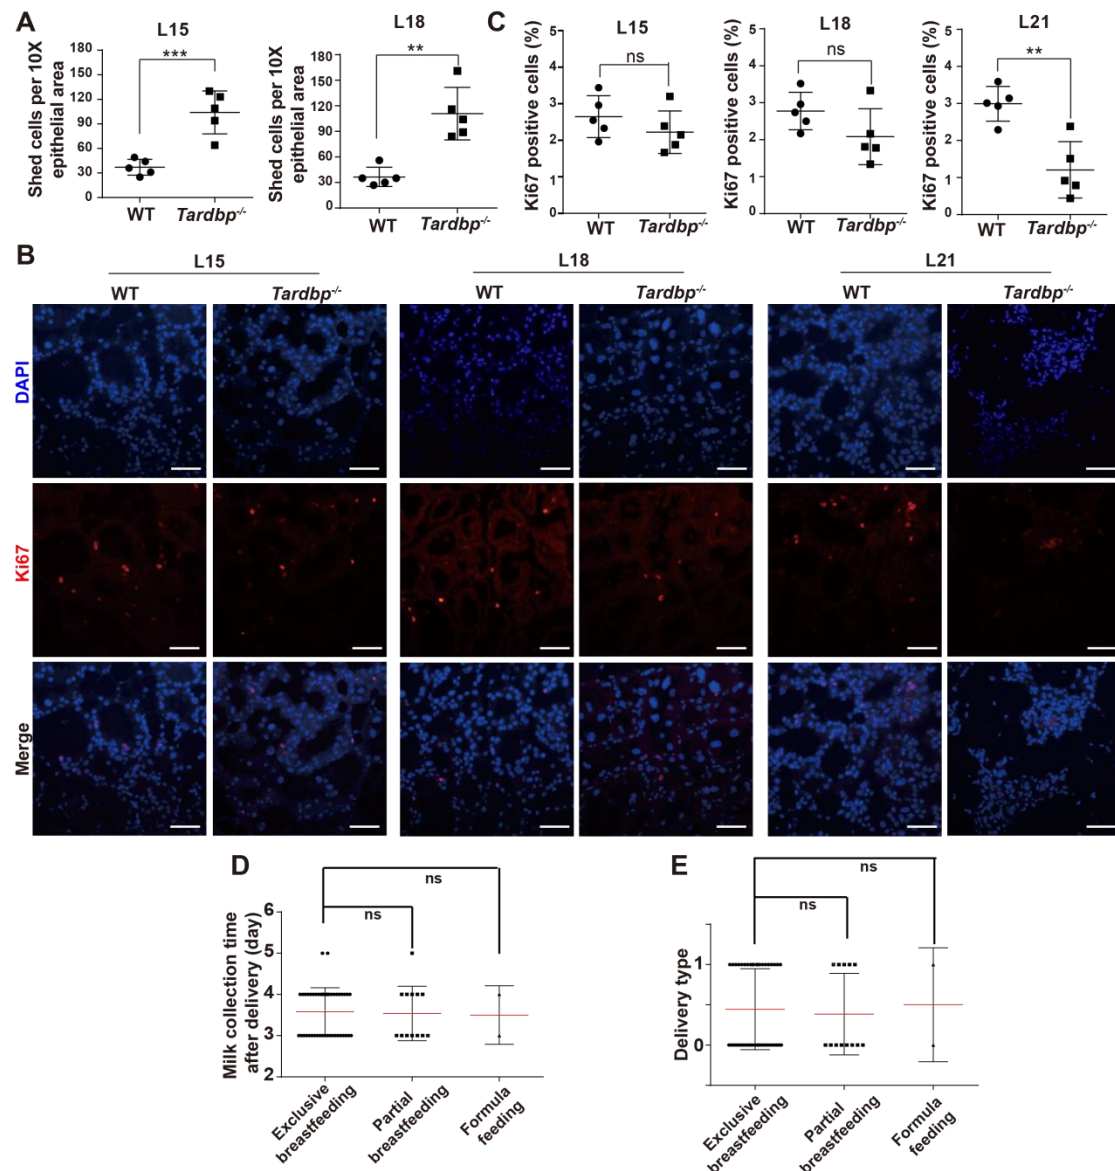

**Supplementary Fig. 12. TDP-43 loss results in early involution**

(A) Quantification of cells shed into lumen at lactation day 15 (LD15) and LD18 (n = 5 for each genotype). (B-C) Immunostaining and quantification of Ki67 in mammary glands at L15, L18, and L21 (n = 5 for each genotype). Scale bar: 50  $\mu$ m. (D and E) The milk collection time after delivery (D) and delivery type (E) were analyzed among different groups. Delivery type: 0 represents cesarean delivery, 1 represents spontaneous delivery (E). Exclusive breastfeeding, n = 45; Partial breastfeeding, n = 13; Formula-feeding, n = 2. Data are means  $\pm$  SD. Unpaired *t*-test was used to

evaluate statistical significance. \*\*  $P < 0.01$  \*\*\*  $P < 0.001$ . ns, not significant. Source data are provided as a Source Data file.

Supplementary Table 1: Positive selection analysis of 60 one to one orthologous groups of RBPs (RNA-binding proteins).

|                |                 |                   |             |            |      |          |          |         |  |    |
|----------------|-----------------|-------------------|-------------|------------|------|----------|----------|---------|--|----|
| <i>IGF2BP2</i> | ENSG00000073792 | ENSMUSG0000003358 | -4202.3226  | -4202.3226 | 0.00 | 1.00E+00 | 1.00E+00 | 1.00000 |  | 14 |
| <i>DAZAP1</i>  | ENSG00000071626 | ENSMUSG0000006956 | -1710.87971 | -1710.8797 | 0.00 | 1.00E+00 | 1.00E+00 | 1.00000 |  | 13 |
| <i>PABPC1</i>  | ENSG00000070756 | ENSMUSG0000002228 | -6197.34954 | -6197.3495 | 0.00 | 1.00E+00 | 1.00E+00 | 8.85527 |  | 14 |
| <i>HuR</i>     | ENSG00000066044 | ENSMUSG0000004002 | -1360.50661 | -1360.5066 | 0.00 | 1.00E+00 | 1.00E+00 | 2.10399 |  | 14 |
| <i>YBX1</i>    | ENSG00000065978 | NONE              | -1798.74983 | -1798.7498 | 0.00 | 1.00E+00 | 1.00E+00 | 1.00000 |  | 13 |
| <i>SAMD4A</i>  | ENSG00000020577 | ENSMUSG0000002183 | -1380.96807 | -1380.9681 | 0.00 | 1.00E+00 | 1.00E+00 | 1.00000 |  | 14 |
| <i>MATR3</i>   | ENSG00000015479 | ENSMUSG0000003723 | -9662.01709 | -9662.0171 | 0.00 | 1.00E+00 | 1.00E+00 | 1.00000 |  | 15 |
| <i>RBM5</i>    | ENSG00000003756 | ENSMUSG0000003258 | -9497.61194 | -9497.6119 | 0.00 | 1.00E+00 | 1.00E+00 | 1.00000 |  | 15 |

Supplementary Table 2: Analysis of UG motif for lipid-related genes upon *Tardbp* KO.

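Supplementary Table 2 gives, for a transcript of each gene, its length, its UG islands, its UG elements and a p-value, and the paper's text does not name the test or the background behind that p-value. The counts can be had from the reference annotation when an island is taken as a run of at least 3 UG dinucleotides and the elements of a run as its UG dinucleotides in whole multiples of 3. For *Btn1a1* this gives 39 elements in 6 islands, which are the paper's reported values. Of the 42 different genes, 38 have their listed transcript in the annotation used here, 26 of them at the length listed, and for all 26 both counts were equal to those listed. At any length, both were equal for 37 of the 38 transcripts. The exception was *Steap2*, with 4 islands in the transcript of the annotation, which has 6707 nucleotides, against the 5 that the paper reports for a transcript of 10408. Across the listed genes, Spearman's rho between the number of UG dinucleotides in runs of the longest annotated transcript and the log2 fold change at L1 was 0.208, over genes that are not independent replicates.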

| Gene_Symbol    | Ensembl_Gene_ID     | Transcript_ID       | Transcript Length | Number_of_UG_Island | Number_of_UG_element | P_value     |
|----------------|---------------------|---------------------|-------------------|---------------------|----------------------|-------------|
| <i>Btn1a1</i>  | ENSMUSG00000000706  | ENSMUST000000041674 | 3423              | 6                   | 39                   | 1.49349E-17 |
| <i>Cptp</i>    | ENSMUSG000000029073 | ENSMUST000000030950 | 2662              | 6                   | 18                   | 0.000357381 |
| <i>Prkaa2</i>  | ENSMUSG000000028518 | ENSMUST000000030243 | 7969              | 2                   | 6                    | 0.007117038 |
| <i>Pafah2</i>  | ENSMUSG000000037366 | ENSMUST000000105870 | 3180              | 2                   | 6                    | 0.007289426 |
| <i>Ldlr</i>    | ENSMUSG000000032193 | ENSMUST000000034713 | 4627              | 2                   | 6                    | 0.007305817 |
| <i>Ldlr</i>    | ENSMUSG000000032193 | ENSMUST000000034713 | 4627              | 2                   | 6                    | 0.007305817 |
| <i>Thrsp</i>   | ENSMUSG000000035686 | ENSMUST000000043077 | 1277              | 2                   | 6                    | 0.008034018 |
| <i>Serinc5</i> | ENSMUSG000000021703 | ENSMUST000000049488 | 5366              | 5                   | 15                   | 0.0088084   |
| <i>Acaca</i>   | ENSMUSG000000020532 | ENSMUST000000103201 | 9513              | 5                   | 15                   | 0.010939907 |
| <i>Scd2</i>    | ENSMUSG000000025203 | ENSMUST000000026221 | 5455              | 1                   | 3                    | 0.021846701 |
| <i>Elov11</i>  | ENSMUSG000000006390 | ENSMUST000000006557 | 1811              | 1                   | 6                    | 0.022561794 |
| <i>Acat1</i>   | ENSMUSG000000032047 | ENSMUST000000034547 | 3405              | 1                   | 3                    | 0.023867566 |
| <i>Cidea</i>   | ENSMUSG000000024526 | ENSMUST000000025404 | 1115              | 1                   | 3                    | 0.028664448 |
| <i>Ano4</i>    | ENSMUSG000000035189 | ENSMUST000000182462 | 4117              | 2                   | 6                    | 0.0394009   |
| <i>Agpat1</i>  | ENSMUSG000000034254 | ENSMUST000000037489 | 2190              | 4                   | 12                   | 0.046288387 |
| <i>Degs2</i>   | ENSMUSG000000021263 | ENSMUST000000167978 | 1729              | 3                   | 9                    | 0.051332396 |
| <i>Acacb</i>   | ENSMUSG000000042010 | ENSMUST000000102582 | 8788              | 4                   | 12                   | 0.081294368 |
| <i>Mfsd2a</i>  | ENSMUSG000000028655 | ENSMUST000000030408 | 2151              | 1                   | 3                    | 0.136583128 |
| <i>Lss</i>     | ENSMUSG000000033105 | ENSMUST000000048678 | 4667              | 4                   | 12                   | 0.13830437  |
| <i>Pcyt2</i>   | ENSMUSG000000025137 | ENSMUST000000026129 | 1881              | 1                   | 3                    | 0.176644528 |
| <i>Akt1</i>    | ENSMUSG000000001729 | ENSMUST000000001780 | 2690              | 2                   | 6                    | 0.179445526 |
| <i>Acly</i>    | ENSMUSG000000020917 | ENSMUST000000107389 | 4426              | 0                   | 0                    | 0.180791181 |
| <i>Lpcat1</i>  | ENSMUSG000000021608 | ENSMUST000000022099 | 3675              | 3                   | 9                    | 0.191077933 |
| <i>Stard10</i> | ENSMUSG000000030688 | ENSMUST000000163799 | 1723              | 2                   | 6                    | 0.194491013 |
| <i>Steap2</i>  | ENSMUSG000000015653 | ENSMUST000000115426 | 10408             | 5                   | 15                   | 0.259507856 |
| <i>Osbp11a</i> | ENSMUSG000000044252 | ENSMUST000000074352 | 3956              | 4                   | 12                   | 0.276220722 |
| <i>Ptk2b</i>   | ENSMUSG000000059456 | ENSMUST000000022622 | 4034              | 4                   | 12                   | 0.281429224 |
| <i>Gdpd1</i>   | ENSMUSG000000061666 | ENSMUST000000020804 | 2336              | 2                   | 6                    | 0.286103013 |
| <i>Insig1</i>  | ENSMUSG000000045294 | ENSMUST000000059155 | 2697              | 1                   | 3                    | 0.383367431 |
| <i>Fads1</i>   | ENSMUSG000000010663 | ENSMUST000000010807 | 3460              | 2                   | 6                    | 0.384268267 |
| <i>Cpt1a</i>   | ENSMUSG000000024900 | ENSMUST000000025835 | 4317              | 1                   | 3                    | 0.495490318 |
| <i>Msmo1</i>   | ENSMUSG000000031604 | ENSMUST000000034015 | 2044              | 2                   | 6                    | 0.495805639 |
| <i>Apo17c</i>  | ENSMUSG000000044309 | ENSMUST000000062562 | 2060              | 1                   | 3                    | 0.501569428 |
| <i>Plc12</i>   | ENSMUSG000000038910 | ENSMUST000000043938 | 4185              | 3                   | 9                    | 0.513307245 |
| <i>Cyp1b1</i>  | ENSMUSG000000024087 | ENSMUST000000024894 | 5128              | 3                   | 9                    | 0.590404216 |
| <i>Olaf</i>    | ENSMUSG000000026645 | ENSMUST000000194918 | 1764              | 1                   | 3                    | 0.626506996 |
| <i>Pcx</i>     | ENSMUSG000000024892 | ENSMUST000000068004 | 4148              | 1                   | 3                    | 0.628844814 |
| <i>Smpd13b</i> | ENSMUSG000000028885 | ENSMUST000000030709 | 2006              | 0                   | 0                    | 0.637352221 |
| <i>Smpd13b</i> | ENSMUSG000000028885 | ENSMUST000000030709 | 2006              | 0                   | 0                    | 0.637352221 |
| <i>Oxct1</i>   | ENSMUSG000000022186 | ENSMUST000000110690 | 3527              | 2                   | 6                    | 0.804679378 |
| <i>Mvd</i>     | ENSMUSG000000006517 | ENSMUST000000211883 | 1833              | 1                   | 3                    | 0.805951894 |
| <i>Acap1</i>   | ENSMUSG000000001588 | ENSMUST000000001631 | 2482              | 0                   | 0                    | 1           |
| <i>Fdps</i>    | ENSMUSG000000059743 | ENSMUST000000196709 | 1382              | 0                   | 0                    | 1           |
| <i>Aacs</i>    | ENSMUSG000000029482 | ENSMUST000000031445 | 3239              | 2                   | 6                    | 1           |

Supplementary Table 3. Primers and shRNA sequences used in this paper

| Primers          | Sequence                                                         |
|------------------|------------------------------------------------------------------|
| sh-mus-TDP-43-1F | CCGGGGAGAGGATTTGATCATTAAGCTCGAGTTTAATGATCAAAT<br>CCTCTCCTTTTTTG  |
| sh-mus-TDP-43-1R | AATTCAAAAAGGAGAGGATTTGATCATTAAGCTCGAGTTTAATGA<br>TCAAATCCTCTCC   |
| sh-mus-TDP43-2F  | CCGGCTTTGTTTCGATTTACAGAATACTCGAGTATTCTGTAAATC<br>GAACAAAGTTTTTG  |
| sh-mus-TDP43-2R  | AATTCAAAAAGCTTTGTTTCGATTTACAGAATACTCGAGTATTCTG<br>TAAATCGAACAAG  |
| sh-mus-TDP43-3F  | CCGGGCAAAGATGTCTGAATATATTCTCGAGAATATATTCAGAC<br>ATCTTTGCTTTTTG   |
| sh-mus-TDP43-3R  | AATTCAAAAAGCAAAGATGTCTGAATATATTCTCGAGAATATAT<br>TCAGACATCTTTGC   |
| Sh-mus-SRSF9-1F  | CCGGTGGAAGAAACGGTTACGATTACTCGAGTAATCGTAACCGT<br>TTCTTCCATTTTTG   |
| Sh-mus-SRSF9-1R  | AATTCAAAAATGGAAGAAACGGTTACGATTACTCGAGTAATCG<br>TAACCGTTTCTTCCA   |
| Sh-mus-SRSF9-2R  | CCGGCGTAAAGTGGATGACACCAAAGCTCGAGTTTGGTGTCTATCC<br>AGTTTACGTTTTTG |
| Sh-mus-SRSF9-2R  | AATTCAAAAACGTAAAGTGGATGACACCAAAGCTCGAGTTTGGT<br>GTCATCCAGTTTACG  |
| Xdh-F            | ATGACGAGGACAACGGTAGAT                                            |
| Xdh-R            | TCATACTTGGAGATCATCACGGT                                          |
| Btn1a1-F         | ACGTCAGAGTCCAAGAAGCAT                                            |
| Btn1a1-R         | AGGCCAGTAAGATGATAGCCA                                            |
| mus-Tdp43-1F     | GAGTGCCTCTGTGCATTTGA                                             |
| mus-Tdp43-1R     | TTCCCATTGATATGCTCTGCT                                            |
| mus-Tdp43-2F     | GACCACTCAGAAGTGTGTGGG                                            |
| mus-Tdp43-2R     | TCCTCAAATTCGACGAAAGCAA                                           |
| Cidea-F          | TGACATTCATGGGATTGCAGAC                                           |
| Cidea-R          | GGCCAGTTGTGATGACTAAGAC                                           |
| Acly-F           | ACCCTTTCCTGAGGATCACA                                             |
| Acly-R           | GACAGGGATCAGGATTTCTTG                                            |
| Acat1-F          | CAGGAAGTAAGATGCCTGGAAC                                           |
| Acat1-R          | TTCACCCCCTTGGATGACATT                                            |
| Acss1-F          | GTTTGGGACACTCCTTACCATAC                                          |
| Acss1-R          | AGGCAGTTGACAGACACATTC                                            |
| Acss2-F          | AAACACGCTCAGGGAAAATCA                                            |
| Acss2-R          | ACCGTAGATGTATCCCCCAGG                                            |
| Fasn-F           | GGAGGTGGTGATAGCCGGTAT                                            |
| Fasn-R           | TGGGTAATCCATAGAGCCCAG                                            |
| Acaca-F          | GATGAACCATCTCCGTTGGC                                             |
| Acaca-R          | GACCCAATTATGAATCGGGAGTG                                          |

---

|                    |                         |
|--------------------|-------------------------|
| Acacb-F            | CGCTCACCAACAGTAAGGTGG   |
| Acacb-R            | GCTTGGCAGGGAGTTCCTC     |
| Elov11-F           | TCCAAAGCTACCCTCTGATGG   |
| Elov11-R           | AGGGAGAGTATCACCAGTGAGA  |
| Elov15-F           | ATGGAACATTTTCGATGCGTCA  |
| Elov15-R           | GTCCCAGCCATACAATGAGTAAG |
| Fads1-F            | AGCACATGCCATACAACCATC   |
| Fads1-R            | TTTCCGCTGAACCACAAAATAGA |
| Msmo1-F            | AAACAAAAGTGTTGGCGTGTTT  |
| Msmo1-R            | AAGCATTCTTAAAGGGCTCCTG  |
| Olah-F             | GTTTGTGTCAAAAGCCGGATG   |
| Olah-R             | GTTTCTCTCCCAGCCAGTCTTA  |
| Prkaa2-F           | CAGGCCATAAAGTGGCAGTTA   |
| Prkaa2-R           | AAAAGTCTGTTCGGAGTGCTGA  |
| Scd2-F             | GCATTTGGGAGCCTTGTACG    |
| Scd2-R             | AGCCGTGCCTTGTATGTTCTG   |
| Fads2-F            | AAGGGAGGTAACCAGGGAGAG   |
| Fads2-R            | CCGCTGGGACCATTGTTGTA    |
| Fdps-F             | GGAGGTCCTAGAGTACAATGCC  |
| Fdps-R             | AAGCCTGGAGCAGTTCTACAC   |
| Lss-F              | TCGTGGGGGACCCTATAAAAC   |
| Lss-R              | CGTCCTCCGCTTGATAATAAGTC |
| Mvd-F              | ATGGCCTCAGAAAAGCCTCAG   |
| Mvd-R              | TGGTCGTTTTTTAGCTGGTCCT  |
| Pmvk-F             | AAAATCCGGGAAGGACTTCGT   |
| Pmvk-R             | AGAGCACAGATGTTACCTCCA   |
| Cyp51-F            | GACAGGAGGCAACTTGCTTTC   |
| Cyp51-R            | GTGGACTTTTTCGCTCCAGC    |
| Hmger-F            | AGCTTGCCCGAATTGTATGTG   |
| Hmger-R            | TCTGTTGTGAACCATGTGACTTC |
| Nsdhl-F            | TCATGGTGAATCAAAGCGAGG   |
| Nsdhl-R            | CCGGGGGTTATCAAAGCCTTG   |
| $\beta$ -actin-F   | GGCTGTATTCCCCCTCCATCG   |
| $\beta$ -actin-R   | CCAGTTGGTAACAATGCCATGT  |
| Rps18-F            | TTCGGAACTGAGGCCATGAT    |
| Rps18-R            | TTTCGCTCTGGTCCGTCTTG    |
| Gapdh-F            | AGGTCGGTGTGAACGGATTG    |
| Gapdh-R            | TGTAGACCATGTAGTTGAGGTCA |
| $\alpha$ -Casein-F | CAGCATAGCAGCAGTGAGGA    |
| $\alpha$ -Casein-R | CTTCCTGAGCACTTGCCATT    |
| Wap-F              | TATCATCTGCCAAACCAACG    |
| Wap-R              | GGTCGCTGGAGCATTCTATC    |
| $\beta$ -Casein-F  | GGTGAATCTCATGGGACAGC    |
| $\beta$ -Casein-R  | CACAGGGGGTTGAGCAATAG    |

---

|                  |                                         |
|------------------|-----------------------------------------|
| Prlr-F           | CACTTGCTTACATGCTGCTTG                   |
| Prlr-R           | CAGGTGGTGA CTGTCCATTCA                  |
| pcdna-btn-utr-1f | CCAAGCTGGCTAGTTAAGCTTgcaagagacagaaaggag |
| pcdna-btn-utr-1r | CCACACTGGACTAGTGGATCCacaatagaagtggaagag |
| homo-cd3e-1f     | CCTCTTATCAGTTGGCGTTTGG                  |
| homo-cd3e-1r     | TTCAGTGACAGGTGATCCTCA                   |
| homo-cd68-1f     | GGAAATGCCACGGTTCATCCA                   |
| homo-cd68-1r     | TGGGGTTCAGTACAGAGATGC                   |
| homo-gpr97-1f    | CGAAGGGCCAAGAAACACCT                    |
| homo-gpr97-1r    | CGTAGTTTAGCCAGTATCTCTGC                 |
| homo-cd18-1f     | TGCGTCCTCTCTCAGGAGTG                    |
| homo-cd18-1r     | GGTCCATGATGTCGTCAGCC                    |
| homo-CSN2-1f     | CCCTGTGGTCTGTTCCCTCAG                   |
| homo-CSN2-1r     | TGGGTGGGGTTAAGTAGAAGTTC                 |
| homo-CSN1S1-1f   | CATGCCCAGGAGCAAATTCG                    |
| homo-CSN1S1-1r   | TTGGAGATGTCGGAAAACGGT                   |
| homo-LALBA-1f    | GGCATCGCTTTGCCTGAATTG                   |
| homo-LALBA-1r    | TTGGCACACATTATGTCATCAGT                 |
| homo-CSN3-1f     | CCAATTTGTACCAACGTAGACCA                 |
| homo-CSN3-1r     | GGGCATGTGGCCTAACTACAG                   |
| homo-hnRNPA1-1f  | TCAGAGTCTCCTAAAGAGCCC                   |
| homo-hnRNPA1-1r  | ACCTTGTGTGGCCTTGCAT                     |
| U1snRNA-F        | GGGAGATACCATGATCACGAAGGT                |
| U1snRNA-R        | CCACAAATTATGCAGTCGAGTTTCCC              |
| 18S rRNA-F       | GCGGCGGAAAATAGCCTTTG                    |
| 18S rRNA-R       | GATCACACGTTCCACCTCATC                   |
| GFP-RIP-F        | CGACAACCACTACCTGAGCA                    |
| GFP-RIP-R        | GA ACTCCAGCAGGACCATGT                   |

---

# Supplementary material for: TDP-43 facilitates milk lipid secretion by post-transcriptional regulation of Btn1a1 and Xdh
**Source:** Nat Commun. 2020 Jan 17;11:341. doi: 10.1038/s41467-019-14183-1
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☒ ☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☒ ☐ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

#### Data collection

Microscopy images were taken using NIS-Elements F 4.0. qRT-PCR data were collected using QuantStudio 3. Western blot images were taken using SageCapture software. Electron micrographs were captured by JEM 1400 Plus. The RNA-Seq data were deposited in the NCBI GEO database under ID code: GSE116456.

#### Data analysis

Graphs and statistical analyses were performed using GraphPad Prism 6. STAR software STAR\_2.4.2a (Dobin A et al., 2013), FeatureCounts v1.4.6-p5 (Liao Y et al., 2014) and edgeR package 1.6 (Robinson MD et al., 2014) were used for RNAseq analysis which is briefly described in the manuscript (Methods). Microscopy images were analyzed using Image-Pro Plus 5.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

All data in this study are available from the corresponding author upon reasonable request. RNAseq data has been deposited in the GEO under GSE116456 and will be made upon acceptance of the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                         |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | The sample size in each experiment was determined to give an appropriate power of the test.<br>The sample sizes of different experiments, including statistics of pups weight and immunofluorescence microscopy, were chosen according to the previous studies published by other laboratories.                                                         |
| Data exclusions | No data were excluded.                                                                                                                                                                                                                                                                                                                                  |
| Replication     | All attempts at replication were successful as determined using a statistical analysis.<br>A minimum of 5 individuals (biological replicate) have been processed to perform animal experiments in a minimum of 2 independent experiments (technical replicate) in order to reach statistical significance.<br>All experiments were reliably reproduced. |
| Randomization   | Sample were allocated randomly to experimental groups, except when purpose of the experiment compare difference between control and Tardbp KO mice.                                                                                                                                                                                                     |
| Blinding        | All experiments were conducted in a double blinded fashion in which the researchers were blinded to group allocation.<br>Blinded experiments were performed for genes expression analyses of human milk.                                                                                                                                                |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Human research participants |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | <p>For immunofluorescence staining, antibodies were used as follows: TDP-43 (clone ERP5810, Abcam, ab109535), K14 (clone LL002, Abcam, ab7800), K18 (clone C-04, Abcam, ab668), PLIN2 (Progen, GP40), milk antibody (Nordic Immunology, 5941), Ki67 (Abcam, ab15580), and WGA (Life, 11261). The secondary antibodies used in immunostaining were fluorescein-labeled anti-rabbit (KPL, 02-15-06), fluorescein-labeled anti-mouse (KPL, 02-18-06), cy3 goat anti-mouse (Life, A10521), cy3 goat anti-rabbit (Life, A10520), and TRITC rabbit anti-guinea pig (Life, A1888).</p> <p>The antibodies used for immunoblotting were: Flag (CST, #14793), <math>\alpha</math>-tubulin (clone B-5-1-2, Sigma, T5168), GAPDH (Santa Cruz, sc-25778), TDP-43 (clone ERP5810, Abcam, ab109535), XOR (clone EPR4605, Abcam, ab109235), Cidea (Abcam, ab8402) and BTN (Acris, AP09532SU-N). The secondary antibodies were incubated with horseradish peroxidase (HRP)-linked secondary antibodies: Anti-mouse IgG (Sigma, A4461), Anti-Rabbit (Sigma, A6154), Anti-Guinea Pig (Life, 61-4620).</p> <p>For RNA immunoprecipitation, antibodies were used as follows: TDP-43 (Proteintech, 10782-2-AP), Flag (CST, #14793), or IgG (Millipore, PP64B).</p> |
| Validation      | Each antibody has been validated by the companies and by the result of the paper.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |

## Eukaryotic cell lines

Policy information about [cell lines](#)

Cell line source(s) HC11 cell line was from Bernd Groner lab, Ludwig Institute for Cancer Research.  
HC11 cell line was a gift from , Northwest A&F University.

Authentication None of the cell line used have been authenticated.

Mycoplasma contamination All the cell lines are mycoplasma-free.

Commonly misidentified lines  
(See [ICLAC](#) register) No commonly misidentified cell lines were used in the study.

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Laboratory animals C57BL/6 (Female, WAP-Cre transgenic mice were purchased from Jackson Laboratory (Stock No. 000664). The Tardbp floxed mice were obtained as a gift from Che-Kun James Shen, Academia Sinica. Tardbp<sup>-/-</sup>;WAP-Cre mice were generated by crossing Tardbp floxed mice with WAP-Cre mice.

Wild animals The study did not involve wild animals.

Field-collected samples The study did not involve sample collected from the field.

Ethics oversight All animal studies comply with relevant ethical regulations for animal testing and research, and were approved by the Institutional Animal Care. Animals were maintained and studies were carried out in accordance with institutional guidelines.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Human research participants

Policy information about [studies involving human research participants](#)

Population characteristics Population are 60 healthy women who gave birth to term infants.

Recruitment Fresh human milk were obtained from 60 healthy women on days 3-5 postpartum who gave birth to term infants, which have similar time span of mother pregnancy, times of gestation and pregnancy.

Ethics oversight The relevant hospital Ethics Committee approved the project. And the informed consent was obtained from all participants.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

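The deposited file holds RNA-seq counts of mammary glands at lactation day 1, from 3 libraries labelled WT and 4 labelled *Tardbp* KO. The authors prepared the libraries with an Illumina TruSeq kit, sequenced paired-end reads, mapped them with STAR 2.4.2a to mouse assembly NCBIM37 and counted them on exons of 37310 genes with featureCounts 1.4.6-p5. The command line in the file sets no option for strand, for pairs or for reads that map to several places, so reads of both strands were counted, mates were counted separately, and multimapping reads and reads over more than 1 gene were not counted. The values are whole-number counts without normalization, and no gene had been removed. All genes have the coordinates of the annotation used here. The file's command line also names 1 more library, which has no column and was not analysed here. Reads and counts of single exons were not available.

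Libraries were grouped by the genotype in their labels. Mitochondrial genes (37) and ribosomal genes (580) were removed, and genes with at least 5 counts in at least 4 of the 7 libraries were kept, which left 17175 genes. The gene of the ribosomal protein *Rps18*, used by the study for qRT-PCR, falls under this removal. WT and *Tardbp* KO labels were compared with edgeR 4.0.16 in R 4.3.3, with TMM normalization and the quasi-likelihood test, and a gene was called at a Benjamini-Hochberg adjusted p under 0.01 and an absolute log2 fold change above 1, as in the study's methods. The study used edgeR 1.6 and does not name the test. The common dispersion was 0.0921 and the prior degrees of freedom of the quasi-likelihood fit were 3.91. Levels are TMM-normalized CPM from edgeR, with the SD over the libraries of a genotype. For single genes, a 2-sided exact permutation test of log2 CPM over the 35 splits of the 7 libraries was added, whose smallest possible p is 0.0286. The design written before the data were examined named CPM for this test of *Tardbp* and no scale for the other genes. The test was first run on log2 CPM, with 1 added, and CPM was added after the results were seen. With CPM the exact permutation p was 0.971 for *Tardbp*, 0.0286 for *Btn1a1*, 0.114 for *Xdh* and 0.0286 for *Cidea*, and with log2 CPM it was 1, 0.0286, 0.143 and 0.0571.

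Library totals lay between 36007737 and 42811337 counts. The SD over libraries holds counting error, the preparation of the libraries and the difference between mice, which were not separated. The test was also run on simulated data with the dispersion and library sizes of the file, in which 200 genes changed 4-fold. The quasi-likelihood test recovered 161 of them with 1 false call, edgeR's exact test 187 with 12 false calls and DESeq2 1.42.0 195 with 12 false calls.

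Genes were named by a rule set in advance, which takes the called genes with the largest changes and the genes the paper names with the RNA-seq data or measured by qRT-PCR in mouse mammary gland. As no gene was called, the first part of the rule gave none. Gene lists were the genes of Supplementary Table 2, the lipid synthesis genes with primers in Supplementary Table 3, the 10 genes of Supplementary Fig. 8D, milk protein genes together with *Prlr*, markers of adipocytes, lymphocytes, myeloid cells, skeletal muscle, endothelium, fibroblasts, myoepithelium and luminal epithelium, and genes of involution. Lists were tested with camera (preset correlation 0.01, and estimated correlation) and with fry from limma 3.58.1, with Benjamini-Hochberg adjustment over these lists. Second lists of B-cell, T-cell and lymph node genes were written after the first lymphocyte list had been seen.

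UG repeats were counted as runs of at least 3 UG dinucleotides in the longest annotated transcript of each gene, and in the listed transcript for the comparison with the counts of Supplementary Table 2. Their number was set against the log2 fold change with Spearman's rho across genes.

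The alternatives were other normalizations (DESeq2's size factors, upper quartile, library size only, and the 10 genes with the most counts left out of the library size), other filters (none, at least 10 counts in every library, edgeR's filterByExpr, mitochondrial and ribosomal genes kept), other tests (edgeR's exact test, the robust quasi-likelihood test and DESeq2's Wald test), other thresholds (glmTreat, an adjusted p of 0.05, no limit on the fold change), a block by replicate number, each library left out in turn, and lane 4 only. Alternatives chosen after seeing the data were edgeR's likelihood ratio test, the quasi-likelihood test with bias-adjusted deviances, the mean level of the lymphocyte genes as a covariate, and removal of each library's trend with GC content and gene length. Tables were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1. The values of 1 gene of the study's lists are not reported here by themselves. qRT-PCR, western blots, imaging and milk analyses of the study have no data in the deposited file and were left out.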

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

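The comparisons of the lymphocyte genes with other cell types and within lane 4 were chosen only after the rise of these genes was seen. The second lists of B-cell, T-cell and lymph node genes were written before their own values were looked at.

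Lymphocyte genes, which the paper does not discuss for its mouse RNA-seq data, were higher in libraries labelled *Tardbp* KO, with a median log2 fold change of 2.56 over 10 genes. All 10 had an unadjusted p under 0.05, all 10 had an adjusted p under 0.05 adjusted over the list alone, and none did over all genes tested (adjusted p from 0.0739 to 0.156, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With the study's limits, edgeR's exact test called 4 of them. The list had an adjusted p of 0.000736 in camera, which did not hold with an estimated correlation (0.597) or in fry (0.321). The rise was uneven, with medians of 2.73, 0.32, 3.14 and 1.04 in KO replicates 1 to 4 relative to WT, and 10, 5, 10 and 9 of the 10 genes above every WT library. Without KO replicate 3 the median was 1.97. The most abundant genes of the list were *Ighm*, with 124, 20.2, 162 and 39.5 CPM in KO replicates 1 to 4 and between 13.0 and 20.6 CPM in WT libraries, and *Ptprc*, with 102, 32.3, 139 and 29.4 CPM against 17.8 to 23.4 CPM. All 10 genes had counts in each WT library too, and none of them is in another list of cell type markers or among the genes the study picked. Within lane 4 the median was 2.97, with 1 WT library and hence no test, and KO replicate 1 is the only library of lane 1, so an effect of the lanes cannot be told apart from a difference between samples. The tables argue against a lower share of luminal cells. A lower share of luminal cells would raise the markers of every other cell type alike, but the lymphocyte median lay 1.85 above that of 4 other lists on average over the KO libraries (SD 1.51), with KO replicate 2 as the exception at −0.19. With libraries scaled by size alone it was 3.01, against a median of 0.42 for all genes. RNA from lymphocytes in the gland samples stays open and is consistent with the second lists, in which 13 of 15 B-cell and T-cell genes lay above every WT library in each of KO replicates 1, 3 and 4. In KO replicate 2, only 6 of the 15 did. The second lists had medians of 4.56 over 7 B-cell genes and 3.22 over 8 T-cell genes. A lymph node in the dissected tissue cannot be told apart from lymphocytes within the gland. Of the 4 lymph node genes that passed the filter, 3 (*Cxcl13*, *Fcer2a* and *Tnfrsf13c*) lay above every WT library in KO replicates 1, 3 and 4, and *Madcam1* did not. The list's median was 5.72, but B cells also express some of these genes, and *Ccl19* and *Ccl21a* had too few counts. An effect of the genotype on immune cells remains open too and was not tested.

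In 78 values tested for a KO library far from the other KO libraries, 8 stood out, where chance gives about 3.9 (1 in 20), so several of them are what chance alone would give. What made them stand out was a gap to the nearest other library that took a larger part of the range of the 4 libraries than Dixon's 95% critical value. In KO replicate 1, the gap took 0.84 of the range for *Cyp51* (30.3 CPM, the others between 7.85 and 11.4), 0.832 for *Msmo1* (13.4 CPM, the others between 8.56 and 9.38), 0.889 for *Scd2* (93.8 CPM, the others between 39.6 and 45.6) and 0.871 for *Prlr* (49.8 CPM, the others between 87.6 and 93.2). The first 3 of these genes belong to sterol and fatty acid metabolism and are not independent of each other. The median of the myoepithelial markers also stood apart in KO replicate 1, at 0.36 against −0.57 to −0.44 in the others, a gap of 0.865 of the range. Without KO replicate 1 the log2 fold change of *Cyp51* was −2.68, that of *Msmo1* −2.00, that of *Scd2* −3.59 and that of *Prlr* −0.53, all in the direction they had with it, and the median of the myoepithelial list was −0.55 in place of −0.17, while leaving out any other library moved that median to between −0.39 (WT replicate 2) and −0.03 (WT replicate 3). Without WT replicate 1, *Cyp51* was −1.36 and *Msmo1* −1.09. KO replicate 1 is the only library of lane 1, so the lane and the library cannot be told apart. Its total of 36754458 counts was the lowest of its group, and its TMM factor of 1.10 lay within the group's range. No biological explanation was tested, since the design gives none within a genotype.

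In KO replicate 4, *Csn3* stood out with 17703 CPM, against 12097 to 12971 CPM in the other KO libraries (gap 0.844 of the range), and *Stard10* with 142 CPM, against 94.6 to 102 CPM (0.845). In KO replicate 3, *Fads1* stood out with 232 CPM, against 303 to 311 CPM (0.892). All 3 genes kept their direction with that library left out, with log2 fold changes of −0.96, −1.14 and −1.11. Both libraries shared lane 4 and differ in opposite directions from the rest, and no explanation was tested for them.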

How the results depend on the processing

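The alternatives were fixed before the data were examined, except the likelihood ratio test, the bias-adjusted deviances, the lymphocyte covariate and the GC and length correction, which were chosen after seeing the data.

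The number of called genes depended on the test. It was 0 in the quasi-likelihood test, with 3674 genes at an unadjusted p under 0.05, and 426 in edgeR's exact test (179 higher, 247 lower), 568 in DESeq2's (288 higher, 280 lower) and 464 in the likelihood ratio test (210 higher, 254 lower). Of the 426 genes of the exact test, 410 were called by all 3. For the genes of Supplementary Table 2, these tests called 35, 36 and 36, and for the lipid synthesis genes 14 each. Without a filter, 1 gene was called, which was lower, and at an adjusted p of 0.05 also 1. In both cases it was *Steap1*, a gene chosen after its values were seen. Every other normalization, filter and threshold gave 0 calls, and so did each of the 7 fits that left out one library. In the quasi-likelihood test without WT replicate 2, 948 genes had an adjusted p under 0.05, against 93 without KO replicate 4, 49 without KO replicate 2 and 0 without any other library, so WT replicate 2 weighs on the result. The number of genes at an unadjusted p under 0.05, 3674 in the main fit, also moved with the setting. It was 2106 without WT replicate 1, 1398 with the lymphocyte covariate and 5809 with library size only. The cause of the difference between the tests was not tested. In simulated data the quasi-likelihood test recovered 161 of 200 genes with a 4-fold change. That share need not hold for these libraries, in which *Acly*, with a log2 fold change of −2.42, had an adjusted p of 0.0578 in the same test.

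*Tardbp* stayed near 0. Its log2 fold change of 0.01 was −0.00502 with DESeq2's size factors, −0.0188 with the top 10 genes left out of the library size, −0.00501 in DESeq2, −0.0617 with the replicate block and between −0.0915 and 0.157 across the 7 fits that each left out one library. These reversals are smaller than its standard error of 0.182. With library size only it was 0.38, where the median of all genes was 0.42. *Btn1a1* was called in the exact test (−1.60), in DESeq2 (−1.62) and in the likelihood ratio test (−1.60). *Cidea* was called in the same tests (−1.58, −1.59 and −1.58), and was −1.01 within lane 4 and −0.94 under the lymphocyte covariate. *Btn1a1*, *Cidea* and *Xdh* were negative under every alternative, and *Xdh* was called by none. Under the lymphocyte covariate *Xdh* was −0.02 and under library size only −0.16. The cause was not tested.

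The median of the Supplementary Table 2 genes was −0.82 with library size only, −0.67 within lane 4 and between −1.46 and −1.06 across the fits that left out one library. The median of the lipid synthesis genes was −1.02, −0.54 and between −1.68 and −1.09. Library size only moves all genes by construction. The lane 4 values rest on a single WT library, WT replicate 2, which lies nearest to the libraries labelled *Tardbp* KO. The median of the milk protein genes stayed between −1.36 and −0.73 under every alternative. Spearman's rho between UG repeats and log2 fold change, 0.0145, was −0.00845 per kb of transcript, 0.00305 with runs of at least 5, 0.0103 in the 3′ UTR and 0.0711 among genes above the median level, all near 0.

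For the 62 other named genes, 1487 comparisons gave 1329 with the same direction and side of the threshold, 116 that passed the threshold under the exact test, DESeq2 or the likelihood ratio test, 36 that moved within lane 4 by more than the spread of the libraries, and 6 reversals. *Hnrnpa1* was 0.165 and *Gapdh* 0.0810 with library size only, *Pmvk* was 0.222 and *Nsdhl* 0.0248 within lane 4, and *Srsf9* was −0.0483 with the replicate block and between −0.0476 and 0.13 with single libraries left out, the lower value without KO replicate 4. The cause was not tested.

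The values do not decide whether the replicate numbers pair the libraries. After removal of the genotype means, libraries with the same number had correlations of 0.454, 0.0736 and −0.0940 across genes. Those with different numbers lay between −0.49 and 0.347. The highest, 0.454, was that of WT replicate 1 and KO replicate 1, while the other same-number pairs lay within the range of the rest. With the replicate number as a block, no gene was called (0), 627 had an adjusted p under 0.05, and *Btn1a1* was −1.91. A fit with the lane as a term would rest on lane 4, which alone holds both genotypes.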

Differences from the paper's values

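The paper reports 44 lipid metabolism genes among its differentially expressed genes, and here 0 of the 42 different genes it lists passed its limits in edgeR's quasi-likelihood test, with all 42 at an unadjusted p under 0.05. Of the 22 alternatives set before the data were examined, 2 came within 1.5 times the paper's number, edgeR's exact test with 35 genes and DESeq2's Wald test with 36, and the others, with 0, did not. The likelihood ratio test, chosen after seeing the values, gave 36. With the limit on the fold change left out as well, the exact test gave 41, and DESeq2 and the likelihood ratio test 42, a combination also chosen after seeing the values. *Btn1a1* was called by the exact test, DESeq2 and the likelihood ratio test only.

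The paper measured milk protein genes at L1 by qRT-PCR relative to 18S rRNA. For *Csn2* the paper's ratio of *Tardbp* KO to WT is about 1.0 in Supplementary Fig. 8A, read by eye, and here it was 0.474. It stayed further from the paper's ratio than the paper's error, and by more than 1.5 times, in all 20 alternatives set before the data were examined. For *Csn1s1* the paper's ratio is about 0.84 in Supplementary Fig. 8A, read by eye, and here it was 0.364. It was 0.477 with library size only, 0.465 without WT replicate 1 and 0.481 within lane 4, still below the paper's ratio but by less than its error of about 0.41, read from the same figure. In the other alternatives set before the data were examined it was further away. For *Wap* the paper's ratio is about 0.80 in Supplementary Fig. 8A, read by eye, and here it was 0.465. It was 0.601 with library size only, 0.577 without WT replicate 1 and 0.682 within lane 4, still below the paper's ratio but by less than its error of about 0.25, and further away in the others. For *Prlr* the paper's ratio is about 0.93 in Supplementary Fig. 8A, read by eye, and here it was 0.616. It was 0.809 with library size only, 0.715 without WT replicate 1, 0.693 without KO replicate 1 and 0.819 within lane 4, still below the paper's ratio but by less than its error of about 0.25. With at least 10 counts in every library it was 0.623, further away than that error but just within 1.5 times, and hardly moved from 0.616. In the others it was further away by both measures.

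The paper states of several milk protein genes in mammary epithelial cells that their expression did not change with the loss of *Tardbp*. The deposited libraries are described as mammary gland, while the paper's text also speaks of the epithelium for its RNA-seq data. In these libraries all 8 milk protein genes lay below every WT library in every library labelled *Tardbp* KO, with a median log2 fold change of −1.09, and the quasi-likelihood test called none and edgeR's exact test 3. The paper states that *Xdh* was significantly lower at L1 by qRT-PCR. Here its log2 fold change was −0.53 (adjusted p = 0.311, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and over all alternatives the adjusted p ranged from 0.175 to 0.990. The size of the fall did not differ beyond the paper's error, with a ratio of *Tardbp* KO to WT of 0.691 here and about 0.74 in Fig. 4c, read by eye. The paper states that many lipid synthesis genes were significantly lower in its RNA-seq data. Here 0 of the 22 genes with primers passed the limits in the quasi-likelihood test, with all 22 at an unadjusted p under 0.05, and the exact test, DESeq2 and the likelihood ratio test, the last chosen after seeing the values, each called 14. The order of the columns in Fig. 4a need not be that of the deposited replicate numbers. If it is, WT replicate 3 has the palest of the WT columns there and KO replicate 2 the strongest colours among the higher genes. Here WT replicate 2 lay nearest to the libraries labelled *Tardbp* KO, with a median of 0.82 above their mean over the lower genes of the exact test, against 1.36 in WT replicate 3, and KO replicate 2 had the smallest share of higher genes above all WT libraries, 92.2%.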

Other observations

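The tests of the luminal share behind the milk protein genes, of exchanged labels, of other splits at an adjusted p under 0.05 and of lane 4 behind the nearness of WT replicate 2 were chosen only after the results were seen.

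The count of *Tardbp* was not lower in libraries labelled *Tardbp* KO. Exons 2 and 3, which the KO deletes, hold 5.56% of the annotated exon bases, and 7.35% of those that no other gene shares. If reads lay evenly over these bases, the loss in every cell would change the log2 value by −0.08 or −0.11, less than the standard error of 0.182. In the shorter transcript ENSMUST00000045180 the share is 20.7% and the change would be −0.34. Over the annotated transcripts the share runs from 0% in ENSMUST00000147391 to 45.1% in ENSMUST00000166827, where the change would be −0.865. Both falls exceed the standard error, and which transcripts the reads came from is unknown. Reads from the other exons stay open as a candidate explanation, and so do cells outside the reach of *Wap*-driven Cre, which were not tested. An exchange of the labels of single libraries would let another split of the libraries part the counts better. The labels gave 426 genes past the threshold of the exact test and the next best split 330. At an adjusted p under 0.05 in the quasi-likelihood test the order was another, with 1 gene for the labels, 6 for the split that exchanges WT replicate 2 and KO replicate 1 (221 in the exact test) and 55 for the split that moves KO replicate 2 to the WT libraries (273 in the exact test). These counts point different ways, so exchanged labels stay open.

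The grouping by label gave more genes at an unadjusted p under 0.05 (3674) than any other split of the 7 libraries into 3 and 4, so 1 of the 35 splits reached that number. The next had 3357 genes and the median split 601.5. For the exact test, too, only the labels gave as many genes, 1 of 35, and the median split gave 1.5. The next split, with 330 genes, set KO replicates 1, 2 and 3 against the rest, and the split that follows lane 4 gave 9. In the quasi-likelihood test 0 genes were called, which all 35 of the 35 splits reach, and 1 split of the others had a call, of 1 gene. At an adjusted p under 0.05 in that test, 3 of the 35 splits had as many genes as the labels, which gave 1, and the split of KO replicates 1, 3 and 4 against the rest had the most, 55.

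Milk protein genes were lower in libraries labelled *Tardbp* KO, with a median log2 fold change of −1.09 over 8 genes, all of them below every WT library in each of the 4 libraries. Medians of single libraries were −0.96, −1.52, −1.52 and −0.67 (SD 0.426). None had an adjusted p under 0.01 over all genes tested, 6 had an unadjusted p under 0.05, and 4 had an adjusted p under 0.05 adjusted over the list alone (edgeR's quasi-likelihood test). With the study's limits, edgeR's exact test called 3 of them, *Csn1s1* (adjusted p = 0.000703), *Lalba* (adjusted p = 0.00111) and *Csn1s2b* (adjusted p = 0.00128), and so did DESeq2. The list had an adjusted p of 1.29e-06 in camera and 0.0274 in fry, and 0.237 with an estimated correlation. The log2 fold change was −1.46 for *Csn1s1* (adjusted p = 0.117), −1.08 for *Csn2* (adjusted p = 0.274), −1.10 for *Wap* (adjusted p = 0.218), −1.42 for *Lalba* (adjusted p = 0.0858) and −0.70 for *Prlr* (adjusted p = 0.154, all from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). A lower share of luminal cells would lower luminal markers too, and their median was 0.40, with each library labelled *Tardbp* KO above the WT mean. WT replicate 2, at 0.335, lay above KO replicates 1 and 2, at 0.176 and 0.259. A lower share of luminal cells thus did not appear, but a shift among kinds of luminal cells was not tested. Scaling could produce the fall of the milk protein genes, but with library size only their median was −0.73, against a median of 0.42 for all genes. Within lane 4 it was −1.01. Other explanations, such as the time of tissue collection within the day of birth, have no data here, and an effect of the genotype stays open.

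The other lists gave the following medians, with adjusted p-values from fry under Benjamini-Hochberg adjustment. Markers of adipocytes had 0.43 (0.321), of myeloid cells 0.64 (0.438), of skeletal muscle 0.60 (0.321), of endothelium −0.05 (0.786), of fibroblasts −0.08 (0.84) and of myoepithelium −0.17 (0.651). Genes of involution had 0.60 (0.321), with camera at 0.00362 and at 0.597 with an estimated correlation, and luminal markers 0.321 in fry. Single libraries decided several of these values. Without WT replicate 1 the median of involution genes was 0.16 and without WT replicate 2 it was 1.47, and without WT replicate 3 it was 0.36. That of adipocytes was 0.24 without WT replicate 1 and 0.13 without KO replicate 2, that of myeloid cells 0.35 without KO replicate 2 and that of skeletal muscle 0.28 without KO replicate 1. Those of endothelium and fibroblasts changed sign without WT replicate 3 (0.10 and 0.27) and without KO replicate 4 (0.12 and 0.17). Of these lists, that of involution shares *Cd14* with the myeloid list. With library size only, which shifts the median of all genes to 0.42, the medians of endothelium, fibroblasts and myoepithelium were 0.35, 0.32 and 0.22.

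*Xdh* (chromosome 17, 74233248 to 74299522) had 2236 ± 229 CPM (SD, n = 3) in WT libraries and 1544 ± 475 CPM (SD, n = 4) in libraries labelled *Tardbp* KO, a log2 fold change of −0.53 (standard error 0.279, exact permutation test p = 0.143). With each library left out in turn it stayed between −0.71 and −0.38. The *Xdh* transcript (ENSMUST00000024866) has 5 runs of UG dinucleotides, the longest of 8 at positions 4509 to 4524 in the 3′ UTR (chromosome 17, 74233311 to 74233326, exon 36 of 36). *Cidea* had 464 ± 109 CPM (SD, n = 3) in WT libraries and 156 ± 71.6 CPM (SD, n = 4) in the others, a log2 fold change of −1.58 (adjusted p = 0.0793 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). All KO libraries lay below all WT libraries (exact permutation test, p = 0.0571). The paper describes *Cidea* as comparable at P17.5 and L10, stages that these libraries do not cover. At L1, the ratio of *Tardbp* KO to WT by qRT-PCR is about 0.21 in Supplementary Fig. 10A, read by eye, against 0.335 here. *Plin2* had a log2 fold change of 0.43 (adjusted p = 0.466), *Gapdh* −0.26 (0.625), *Actb* 0.58 (0.17), *Srsf9* 0.08 (0.779) and *Hnrnpa1* −0.21 (0.487), all from the same edgeR test. *Plin2* was 0.78 without WT replicate 2 and 0.27 without KO replicate 4, *Gapdh* was −0.52 without KO replicate 4 and −0.14 without KO replicate 2, and *Hnrnpa1* was −0.11 without WT replicate 1.

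Loss of TDP-43 might lower mRNAs with UG repeats in general, and this was tested across genes. Spearman's rho between UG dinucleotides in runs and log2 fold change was 0.0145 over 15112 genes, which are not independent replicates. It was 0.0808, 0.0543, 0.0423 and −0.0834 in KO replicates 1 to 4 (SD 0.0730), so a general fall did not appear. Of the 552 genes with a run of at least 10 UG dinucleotides, 257 were lower (46.6%), against 45.5% of all genes and 46.3% of the 4303 genes with no run. The 174 genes with at least as many UG dinucleotides in runs as *Btn1a1* had a median log2 fold change of 0.06, and 75 of them were lower. This says nothing of single mRNAs or of their translation. *Xdh* ranked 880th by UG dinucleotides in runs.

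Lipid metabolism genes could differ through a bias of libraries with GC content and gene length. With each library's trend removed, the median of the Supplementary Table 2 genes was −1.25, in place of −1.20, which argues against this bias as the cause of the fall.

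WT replicate 2 lay nearer to KO replicate 4 (Pearson's r of log2 CPM across genes 0.9882) than to WT replicate 3 (0.983) or WT replicate 1 (0.975). Removal of the GC and length trend left this r at 0.9885, so removing the trend did not part them. Both libraries were sequenced on lane 4. The third library of the lane, KO replicate 3, had an r of 0.9683 with WT replicate 2, but 1 library excludes nothing, so an effect of the lane cannot be told apart from a likeness of the samples. A chi-square per gene of 90.9 between the pair, against 93.1 between WT replicates 1 and 3, is far above what 1 library counted again would give. A difference in the progress of lactation between mice was not tested.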
